# Intronic Enhancer Is Essential for *Nr5a1* Expression in the Pituitary Gonadotrope and for Postnatal Development of Male Reproductive Organs in a Mouse Model

**DOI:** 10.3390/ijms24010192

**Published:** 2022-12-22

**Authors:** Yuichi Shima, Kanako Miyabayashi, Takami Mori, Koji Ono, Mizuki Kajimoto, Hae Lim Cho, Hitomi Tsuchida, Yoshihisa Uenoyama, Hiroko Tsukamura, Kentaro Suzuki, Man Ho Choi, Kazunori Toida

**Keywords:** NR5A1, enhancer, pituitary gonadotrope, luteinizing hormone, follicle-stimulating hormone

## Abstract

Nuclear receptor subfamily 5 group A member 1 (NR5A1) is expressed in the pituitary gonadotrope and regulates their differentiation. Although several regulatory regions were implicated in *Nr5a1* gene expression in the pituitary gland, none of these regions have been verified using mouse models. Furthermore, the molecular functions of NR5A1 in the pituitary gonadotrope have not been fully elucidated. In the present study, we generated mice lacking the pituitary enhancer located in the 6th intron of the *Nr5a1* gene. These mice showed pituitary gland-specific disappearance of NR5A1, confirming the functional importance of the enhancer. Enhancer-deleted male mice demonstrated no defects at fetal stages. Meanwhile, androgen production decreased markedly in adult, and postnatal development of reproductive organs, such as the seminal vesicle, prostate, and penis was severely impaired. We further performed transcriptomic analyses of the whole pituitary gland of the enhancer-deleted mice and controls, as well as gonadotropes isolated from Ad4BP-BAC-EGFP mice. These analyses identified several genes showing gonadotrope-specific, NR5A1-dependent expressions, such as *Spp1*, *Tgfbr3l*, *Grem1*, and *Nr0b2*. These factors are thought to function downstream of NR5A1 and play important roles in reproductive organ development through regulation of pituitary gonadotrope functions.

## 1. Introduction

Sex hormone secretion from the gonads is controlled by pituitary gonadotropins, the production and secretion of which is controlled by the hypothalamic gonadotropin-releasing hormone (GnRH). This hierarchical sex hormone production control mechanism is called the hypothalamic-pituitary-gonadal (HPG) axis. Pituitary gonadotropins include luteinizing hormone (LH) and follicle-stimulating hormone (FSH), and they are composed of common α subunit and unique β subunits, LHβ and FSHβ, respectively. LH stimulates testicular Leydig cells to produce androgens, whereas FSH stimulates Sertoli cells to support spermatogenesis. Male LHβ and LH receptor knockout mice show normal masculinization at fetal periods but severely impaired postnatal reproductive organ development, indicating the physiological importance of LH in male reproductive function [1,2]. FSHβ knockout mice show milder phenotypes than LHβ/LH receptor knockout mice, indicating a minor role of FSH in male reproductive function [3].

One of the most important factors for HPG axis formation is the nuclear receptor subfamily 5 group A member 1 (NR5A1, also known as Ad4-binding protein (Ad4BP) or Steroidogenic Factor-1 (SF-1)). Although this factor is not expressed in the hypothalamic GnRH neurons, it is expressed not only in pituitary gonadotropes but also in the ventromedial hypothalamic nucleus, adrenal cortex, Sertoli and Leydig cells of the testis, and granulosa and theca cells of the ovaries [4,5]. In mice, systemic *Nr5a1* gene disruption resulted in structural and functional abnormalities in all these tissues, indicating the pivotal roles of NR5A1 in each tissue [6]. However, because systemic *Nr5a1* knockout mice die in the neonatal period due to adrenal insufficiency, tissue-specific functions of NR5A1 are not well understood. In order to clarify the NR5A1 function in the pituitary, pituitary-specific conditional *Nr5a1* knockout mice have been generated using the αGSU-Cre lineage [7,8]. In these mice, the expression of *Lhb* and *Fshb* is abrogated, indicating that NR5A1 plays an important role in the functional differentiation of the pituitary gonadotropes.

As *Nr5a1* is expressed in multiple tissues, several research groups including our group have performed transgenic mouse assays to identify tissue-specific regulatory regions. These analyses have identified several enhancers such as the fetal adrenal enhancer (FAdE) [9], ventromedial hypothalamus enhancer (VE) [10], pituitary enhancer (PE) [11], and fetal Leydig enhancer (FLE) [12] in the *Nr5a1* gene locus. Although these enhancers have been identified by generating transgenic mice, functional importance of these enhancers has not been directly verified by genome deletion. We recently used genome editing to generate mice with FLE deletion, which showed fetal Leydig cell (FLC)-specific NR5A1 deficiency and severe defects in male reproductive organs from fetal stages, clearly demonstrating the indispensable role of FLE in FLC-specific *Nr5a1* expression [13]. Based on this result, in this study, we generated a mouse line lacking the PE of *Nr5a1* and confirmed that PE plays an essential role in pituitary-specific *Nr5a1* expression.

NR5A1 begins to express in the anterior pituitary at E13.5–E14.5, and analysis of *Nr5a1*-disrupted mice suggested that NR5A1 regulates gonadotropin production in the pituitary gonadotrope [14]. In addition, the results of in vitro analysis suggested that *Lhb* and *Cga* expression was directly controlled by NR5A1 [15,16]. On the other hand, the expression of LHβ and FSHβ was reduced but not completely lost in the pituitary gland–specific *Nr5a1* knockout mice [7,8]. Furthermore, the expression of LHβ and FSHβ is induced by GnRH stimulation in *Nr5a1* gene knockout mice [14], suggesting that NR5A1 is not essential for LHβ and FSHβ expression. Considering these results together, it is conceivable that there are other downstream genes that are directly regulated by NR5A1 in pituitary gonadotropes. In this study, we identified several candidate NR5A1 downstream genes. Some of these genes has not been previously linked to the pituitary gonadotrope functions and might be worth for further analyses in future studies.

## 2. Results

### 2.1. Deletion of Gonadotrope-Specific PE of Nr5a1

To confirm the functional significance of the PE, we adopted CRISPR/Cas9 genome editing to delete the PE region (Figure 1A). Genotyping PCR and direct sequencing confirmed that the PE region was successfully deleted from the mouse genome (Figure 1B and Figure S1). Both male and female PE^+/−^ (heterozygous deletion of the enhancer) mice were fertile, but PE^−/−^ (homozygous deletion of the enhancer) mice were infertile in both males and females.

### 2.2. Normal Masculinization in Fetal Stages

#### 2.2.1. Testis and Accessory Reproductive Organs

Because PE deficiency was expected to abolish pituitary Nr5a1 expression and reduce the function of the pituitary gonadotropes, we examined the phenotype of PE^−/−^ male mice in comparison with that of control (PE^+/−^) mice to analyze the effects of enhancer deficiency. Fetal PE^−/−^ male mice (embryonic day 18.5; E18.5) showed normal descendance and size of the testis relative to those in the control mice (arrows in Figure 2A,B). In addition, vas deferens development and adrenal gland size (arrowheads in Figure 2A,B) were consistent between groups, confirming that the effect of enhancer deficiency was limited to the pituitary gonadotrope. Immunostaining revealed that NR5A1 was strongly expressed in Leydig cells in the interstitium of the testis and weakly expressed in Sertoli cells in the seminiferous tubules of the testis in PE^−/−^ mice, showing no clear differences from expression patterns in control mice. Accordingly, no abnormality was observed in HSD3B expression in Leydig cells or SOX9 expression in Sertoli cells (Figure 2C–F).

#### 2.2.2. Steroids in Fetal Testes

The intratesticular concentration of steroid hormones was evaluated by GC-MS. Testosterone and androstenedione levels were slightly higher in PE^−/−^ mice than in the control mice, but the difference was not significant (Table 1). Levels of other steroids showed no significant differences in concentration between control and PE^−/−^ testis. There was also no significant difference between control and PE^−/−^ testes in the metabolic ratio of enzymatic reactions required for androgen synthesis (Supplemental Table S1).

### 2.3. Impaired Development of Reproductive Organs at Adult Stages

#### 2.3.1. Testis

The testes of adult male PE^−/−^ mice were significantly smaller than those of control mice (Figure 3A), whereas the size of the adrenal gland was unaffected (Figure S2). Hematoxylin and eosin (HE) staining of testis sections revealed that the diameter of the seminiferous tubules was clearly reduced in PE^−/−^ mice relative to that in controls, and few mature spermatozoa were found within the seminiferous tubules (Figure 3B,C). The area of the testicular interstitium was also narrower in PE^−/−^ than in control mice, and lipid droplets within the interstitial Leydig cells were reduced (Figure 3B’,C’).

Female PE^−/−^ mice exhibited smaller ovaries than control mice (Figure S3A). When tissue sections were prepared and analyzed, the PE^−/−^ mice did not present a large number of corpora lutea compared to those found in the ovaries of control mice (Figure S3B,B’,C). This was thought to be because ovulation did not occur due to decreased LH secretion from the pituitary. In addition, many traces of closed follicles were observed in the ovaries (arrowheads in Figure S3C’), and it was speculated that the follicles could not be maintained due to the decrease in estrogen.

#### 2.3.2. Seminal Vesicles, Prostate Gland, and Penis

Macroscopic observation of accessory reproductive organs showed that seminal vesicles were not apparent in PE^−/−^ male mice (Figure 4A,B). HE staining revealed that most of the seminal vesicles and prostate had been replaced with adipose tissue, and only a few traces of the prostate glands were identified (Figure 4C–D’). The external genitalia were also clearly smaller in appearance in the PE^−/−^ mice than in the controls (Figure 5A,B), and the size of the penis was also reduced (Figure 5C,D). Masson-trichrome staining clearly showed poor development of the penis in PE^−/−^ males (Figure 5E,F).

#### 2.3.3. Steroid Levels in Adult Testes

GC-MS revealed the presence of several steroids in adult testes that were not detected in the fetal testes, such as 3α-androstane-3α,17β-diol, 7α-hydroxyandrostenedione, dihydrotestosterone, 6β-hydroxyandrostenedione, 6β-hydroxytestosterone, 16α-hydroxytestosterone, 16α-hydroxyandrostenedione, 17α-hydroxypregnenolone, tetrahydrodeoxycorticosterone, allo-tetrahydrodeoxycorticosterone, and corticosteron. Among detected steroids, dehydroepiandrosterone, androstenediol, 7α-hydroxyandrostenedione, androstenedione, and testosterone were significantly lower in the testes of PE^−/−^ mice than in those of control mice (Table 2). From these results, it was speculated that the activities of 17α-hydroxylase/17,20-lyase, 3β-HSD, and 17β-HSD, enzymes involved in the synthesis of testosterone, were globally reduced. Indeed, comparison of metabolic ratios between control testes and PE^−/−^ testes suggested that activities of enzymes, such as 21-hydroxylase, 17,20-lyase, 3β-HSD, 17β-HSD, 17α-HSD, 5α-reductase, and 3α-HSD were significantly decreased in PE^−/−^ testes (Supplemental Table S2).

#### 2.3.4. Quantitative Reverse Transcription (qRT)-PCR and Gonadotropin Immunostaining

The pituitary glands of PE^−/−^ mice showed no apparent size difference compared to those of the control mice (Figure 6A). Plasma LH levels tended to be lower in PE^−/−^ mice than in control mice, but no significant difference was detected because LH concentrations were generally low in control mice. FSH concentration was significantly lower in PE^−/−^ mice than in the control group (Figure 6B).

RNA was extracted from the pituitary gland, and the expression of marker genes of gonadotropin-producing cells was analyzed by qRT-PCR. In male and female PE^−/−^ mice, *Nr5a1* expression was almost completely absent, while that of *Lhb*, *Fshb*, and *Gnrhr* was detectable but significantly reduced relative to control values. *Cga* expression in male PE^−/−^ mice was reduced to about half that of control mice; expression in females was reduced to about 70% of the control value (Figure 6C and Figure S4).

Expression of LHβ, FSHβ, and thyroid stimulating hormone β (TSHβ) was examined by immunostaining. A considerable number of LHβ-expressing cells were present in the pituitary gland of PE^−/−^ mice (Figure 7A,B). These LHβ-expressing cells did not show nuclear NR5A1 expression, suggesting that NR5A1 was not essential for LHβ expression (Figure 7A’,B’). The number of FSHβ-expressing cells was dramatically reduced in the PE^−/−^ group relative to that in the controls (Figure 7C,D). However, cells weakly expressing FSHβ were still observed in the pituitary of PE^−/−^ mice, suggesting that NR5A1 influenced FSHβ expression (Figure 7C’,D’). NR5A1 was not expressed in TSHβ-expressing cells, and no obvious abnormalities in TSHβ expression were observed in PE^−/−^ mice relative to control expression (Figure 7E–F’).

### 2.4. Transcriptome Analyses of Pituitaries and Isolated Gonadotropes

Because the expression of *Lhb* and *Fshb* was not completely lost in PE^−/−^ mice, we searched for other downstream genes directly regulated by NR5A1. We first analyzed the transcriptome of the entire pituitary gland and extracted 43 genes with reduced pituitary expression in PE^−/−^ mice compared to that in controls (pit_m_homo_down; Figure 8A). 

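Gonadotropes were collected as EGFP-positive cells by fluorescence-activated cell sorting from the pituitary glands of Ad4BP-BAC-EGFP mice, a transgenic line used to collect NR5A1-expressing gonadotropes. RNA was sequenced from 4 samples of male and 4 samples of female isolated gonadotropes, and the authors deposited the number of reads counted per gene, without normalization. The count table holds 55523 entries, of which 23362 had 0 counts in all 8 samples. The total count was between 18774578 and 31302588 in the female samples, with a median of 21502125. It was between 24782710 and 28621582 in male replicates 2 to 4, with a median of 28003679, and 22716536 in male replicate 1, which the paper excluded. The smallest value that these depths can show, set at 3 counts, was between 0.0958 and 0.160 CPM, the count of a gene scaled by the total of its library. This floor covers counting error only, because reads amplified by PCR are not independent molecules. Counts were converted to CPM with library sizes scaled by the trimmed mean of M values (TMM) in edgeR, over all 8 samples. The sex of each sample was checked with *Xist* and *Ddx3y*. *Xist* was between 215 and 414 CPM in the female samples, between 0.227 and 1.22 CPM in male replicates 2 to 4 and 3.67 CPM in male replicate 1. *Ddx3y* was between 152 and 195 CPM in the 4 male samples and at most 0.368 CPM in the female samples. The whole pituitary samples, with which the paper compared the gonadotropes, were not used here.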

Thereafter, we analyzed the transcriptome of the isolated gonadotropes and compared it with that of the whole pituitary, identifying 189 highly expressed genes in the gonadotropes relative to whole pituitary expression (gonadotrope_m_up; Figure 8A). In this process, we noticed that one of the isolated gonadotrope samples (gonadotrope_m1) showed a distinct gene expression pattern from the other three (Figure S5) and excluded this sample from the analysis. 

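The distance between a pair of samples was computed as 1 minus the Spearman correlation of CPM, over the 16691 genes that passed edgeR's filter on low counts in the 4 male samples. The mean distance of male replicate 1 to the other 3 males was 1.82 times (SD 0.0243 over its 3 distances) the mean distance among those 3 males. The same ratio was between 0.813 and 0.832 for male replicates 2 to 4, each of which had male replicate 1 among its comparison samples. In the females the largest ratio was 1.15, for female replicate 1. One sample against 3 allows no test, so no p-value is given. The choice of genes moved the ratio of male replicate 1 most, and it was 1.20 over the 500 genes with the largest variance. *Nr5a1* had 373 counts, or 16.3 CPM, in male replicate 1 and between 584 and 801 CPM in the other males. *Fshb* was 5760 CPM in male replicate 1 and between 16894 and 30905 CPM in the others, whereas *Lhb*, at 9337 CPM, lay inside their range of 6286 to 9610 CPM. *Nr5a1os*, which overlaps the 5′ end of *Nr5a1* on the other strand, was 98.8 CPM in male replicate 1 and between 51.6 and 83.3 CPM in the other males.

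**Figure D1:**
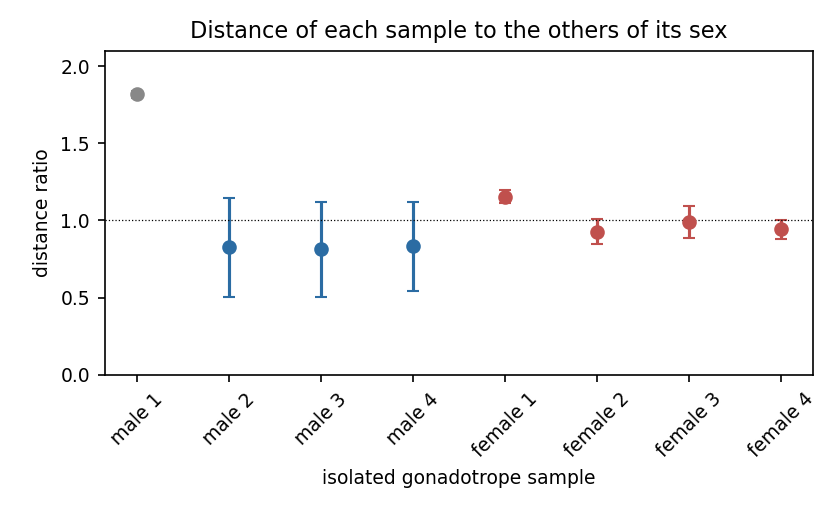
Ratio of the mean distance of each sample to the others of its sex over the mean distance among those others, for the 8 isolated gonadotrope samples. Points are the ratios, bars are the SD over the 3 distances of a sample, and the dotted line is a ratio of 1. Male replicate 1 lies at 1.82.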

By comparing the pit_m_homo_down and gonadotrope_m_up gene sets, we identified 16 genes with gonadotrope-specific, NR5A1-dependent expression (Figure 8B). 

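Of the 189 genes on the paper's list of genes higher in male gonadotropes than in the whole pituitary, 172 had at least 1 CPM in each of male replicates 2 to 4. The median expression percentile of the 189 genes among the 27960 genes with a count in these samples was 73.4 ± 2.12 (SD between replicates, n = 3). The threshold moved the number detected most, and 133 genes had at least 5 CPM in each of the 3 samples. The paper made this list partly from the same samples, and the lowest mean log2 CPM on it was 1.01. The detection and the percentile are therefore partly fixed by that selection. The paper's list of genes with reduced expression in the PE-/- pituitary holds 43 genes, and 16 of them are also on its list for male gonadotropes. In male replicates 2 to 4 the mean expression of these 16 genes ranged from 6.89 CPM for *Clec2l* to 26089 CPM for *Fshb*, with a median of 201 CPM. Of the 16 genes, 10 had a mean of at least 100 CPM. *Nr5a1* was 716 ± 116 CPM (SD, n = 3), *Lhb* was 8097 ± 1682 CPM and *Gnrhr* was 1809 ± 500 CPM. *Fam196a* was 154 ± 59.7 CPM, *Sult5a1* was 95.5 ± 37.4 CPM and *Serpina3c* was 57.8 ± 24.0 CPM. The SD was between 13.6% of the mean for *Gm42793* and 67.4% for *Spp1*. With male replicate 1 included, the mean of *Nr5a1* was 541 ± 363 CPM (SD, n = 4). Counts of some of these genes are uncertain because reads could be divided between them and others. *Speer4e* (231 ± 63.6 CPM) belongs to a multigene family and lies near *Gm10354* (170 ± 36.4 CPM) on chromosome 5. *Gm42793* (18.1 ± 2.46 CPM) shares its locus with *Spp1*, and *Nr5a1os* (72.5 ± 18.1 CPM) is antisense to *Nr5a1*. From the presence of these genes on both lists, the paper concludes that their expression is specific to gonadotropes and dependent on NR5A1.

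**Figure D2:**
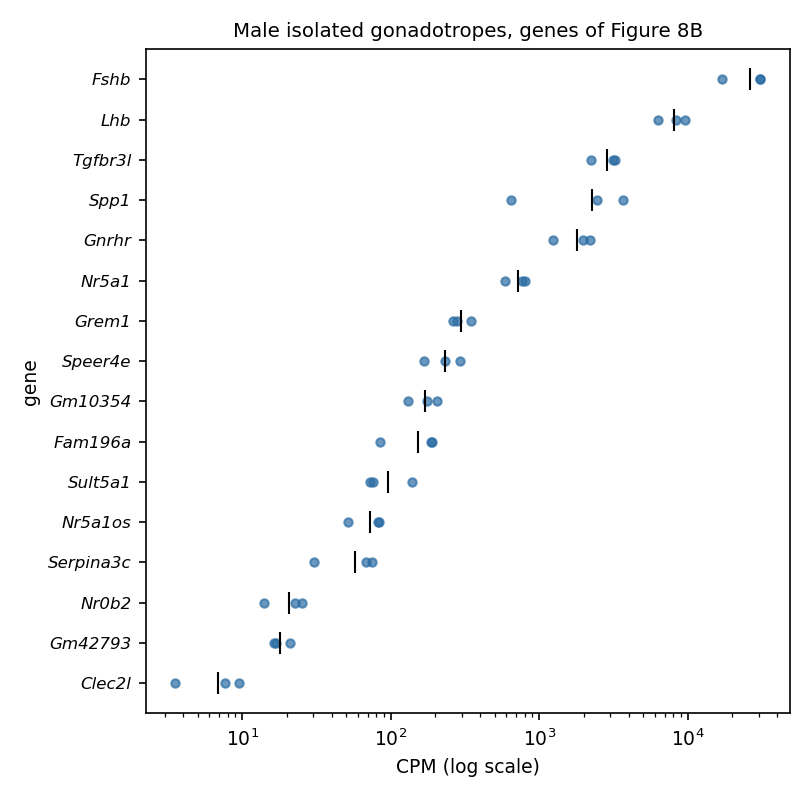
Expression in male replicates 2 to 4 of the 16 genes of Figure 8B, in CPM on a log axis. Each point is a sample and the vertical mark is the mean, from 6.89 CPM for *Clec2l* to 26089 CPM for *Fshb*.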

Gene ontology (GO) analysis of these genes highlighted “regulation of bone remodeling,” “GnRH signaling pathway,” and “regulation of hormone levels” as highly enriched GO terms (Figure 8C). We performed the same analyses in female samples and identified nine genes enriched in “gonad development” and “neuroactive ligand-receptor interaction” (Figures S6 and S7).

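In the female gonadotropes, 340 of the 373 genes on the paper's list had at least 1 CPM in each of the 4 samples, and 223 had at least 5 CPM. The median expression percentile of the 373 genes was 69.3 ± 1.70 (SD between replicates, n = 4) among 29527 genes with a count. The female list was also made partly from the same samples, with a lowest mean log2 CPM of 1.00. Detection and percentile are partly fixed by that selection here too. The 9 genes shared with the paper's list of 101 genes reduced in the female PE-/- pituitary had means from 18.8 CPM for *Rarres1* to 5393 CPM for *Lhb*. *Nr5a1* was 1068 ± 189 CPM (SD, n = 4), *Gnrhr* was 1062 ± 455 CPM and *Slurp2* was 109 ± 31.0 CPM. *Sult5a1* was 66.6 ± 38.8 CPM, *Nr5a1os* was 118 ± 21.8 CPM and *Rarres1* was 18.8 ± 8.00 CPM. Of the 9 genes, 6 are also among the 16 male genes.

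**Figure D3:**
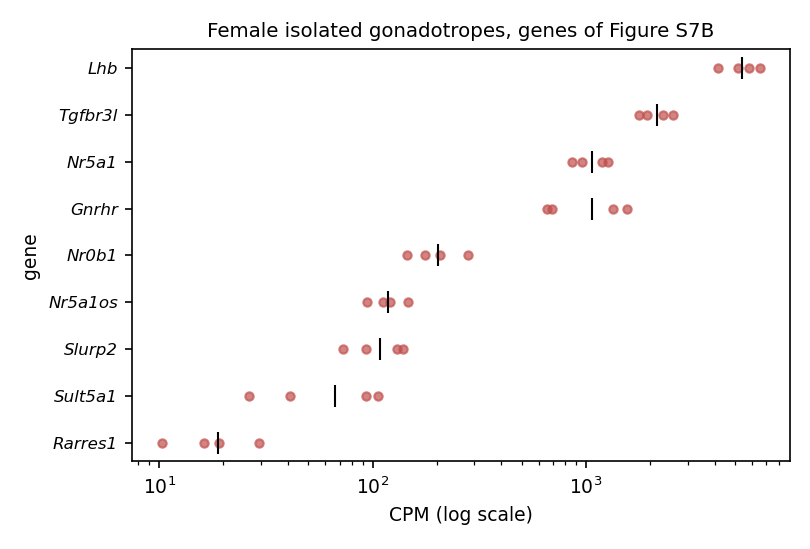
Expression in female replicates 1 to 4 of the 9 genes of Figure S7B, in CPM on a log axis. Each point is a sample and the vertical mark is the mean, from 18.8 CPM for *Rarres1* to 5393 CPM for *Lhb*.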

## 3. Discussion

### 3.1. Functional Importance of the PE in Nr5a1 Gene Regulation

*Nr5a1* contains multiple internal and upstream regulatory regions (enhancers). Although these enhancers have been identified by generating transgenic mice [9,10,11,12], their functional importance has not been strictly defined. In our previous study, the PE of *Nr5a1* was identified in the sixth intron [11]. 

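*Nr5a1* lies on the minus strand of chromosome 2 of mm10 (GRCm38), from 38692656 to 38714542, in the GENCODE M21 annotation. Its transcript ENSMUST00000028084.4 has 7 exons and 6 introns. The sixth intron, between exons 6 and 7, spans 38694265 to 38700174 and is 5910 bp long. The fourth intron, between exons 4 and 5, spans 38702087 to 38707910 and is 5824 bp long. The antisense gene *Nr5a1os*, from 38712676 to 38720638, overlaps the first exon, and *Nr6a1* follows it from 38723370 to 38927688.

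**Figure D4:**
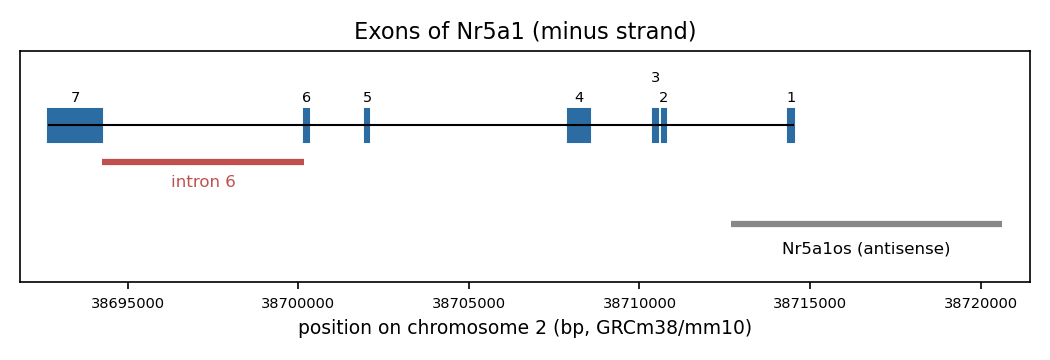
Map of *Nr5a1* on chromosome 2, in bp of mm10. Numbered boxes are the 7 exons of transcript ENSMUST00000028084.4, read from right to left, with intron 6 and the antisense gene *Nr5a1os* drawn below.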

In this study, we demonstrated that deletion of this PE leads to cell-specific and complete NR5A1 deficiency. In a recent study by another group, the ATAC-sequence of pituitary gonadotrope–derived cell lines suggested that regions other than the PE (the FLE and a small region in the fourth intron) are also implicated in *Nr5a1* expression in the pituitary gonadotropes [17]. The involvement of these regions (especially functionally undefined region in the fourth intron) in pituitary-specific NR5A1 expression should be carefully investigated in future studies.

### 3.2. Dependence of Fetal and Adult Leydig Cells on Pituitary Gonadotropins

The phenotype of PE-deficient mice was essentially the same as that previously reported in mice with pituitary-specific *Nr5a1* gene disruption [7,8]. That is, adult male mice were infertile due to insufficient formation of reproductive organs and reduced production of androgens. In females, ovulation did not occur, and the corpus luteum did not form, causing infertility. Furthermore, no defects were observed in the masculinization of fetal PE^−/−^ male mice. These data suggest that fetal masculinization proceeds in a pituitary-independent manner. Previous studies have shown that even when LHβ or LH receptors are deleted, fetal masculinization proceeds normally, but the production of androgens after birth declines and puberty does not occur, leading to defective spermatogenesis and hypoplastic male reproductive organs [1,2]. Another example is the *Kiss1* knockout mouse. In these mice, kisspeptin-induced GnRH production is absent and blood LH levels are decreased, but fetal androgen production is unaffected, whereas postnatal androgen production is markedly reduced [18]. These results were explained by the pituitary gland-independent development of Leydig cells in fetal testes, and LH-dependent Leydig cell development in postnatal testes [19]. To support this notion, our previous study showed that fetal Leydig cell–specific LH receptor knockout mice exhibited normal reproductive organs at the fetal stage [20].

The production of male hormones has been reported to be triphasic, comprising fetal, neonatal, and adolescent periods [21]. Fetal Leydig cells are responsible for the production of male hormones during the fetal period, and adult Leydig cells after puberty. In addition, transient HPG axis activation during the neonatal period is known to produce male sex hormones through a process called mini-puberty. Recent studies have focused on the influence of mini-puberty on spermatogenesis and male reproductive function at adult stages [22]. PE-deficient mice may represent a useful tool to clarify the physiological significance of mini-puberty.

### 3.3. Role of NR5A1 in the Pituitary Gonadotrope

Analysis of *Nr5a1*-disrupted mice suggested that NR5A1 is important for the functional differentiation of pituitary gonadotropes. Moreover, from the results of in vitro analysis, *Lhb* and *Cga* expression been reported to be directly controlled by NR5A1 [15,16]. However, in both this study and the previous works [7,8], the expression of LHβ and FSHβ was reduced but not completely lost in the pituitary gland–specific *Nr5a1* knockout mice. Furthermore, the expression of LHβ and FSHβ is also induced by GnRH stimulation in *Nr5a1* gene knockout mice [14], suggesting that NR5A1 is not essential for LHβ and FSHβ expression. These results suggested that there may be other downstream genes that are directly regulated by NR5A1 in pituitary gonadotropes. These genes might be related to GnRH responsiveness, signal transduction downstream of the GnRH receptor, or gonadotropin secretion, and several studies have been performed to identify such genes.

### 3.4. Candidate NR5A1 Downstream Genes

From the results of transcriptome analyses, 16 NR5A1-dependent genes with high expression in isolated gonadotropes were identified. GO analyses of these 16 genes identified *Fshb*, *Spp1*, and *Grem1* as related to “regulation of bone remodeling.” The *Spp1* gene encodes secreted phosphoprotein 1, or osteopontin, which shows gonadotrope-specific pituitary expression and regulates the interaction between gonadotropes and extracellular matrices [23]. Interestingly, osteopontin shows higher expression in male than in female gonadotropes. 

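Male and female isolated gonadotropes were compared with edgeR's quasi-likelihood test, with male replicates 2 to 4 against female replicates 1 to 4 and Benjamini-Hochberg adjustment over the 20152 genes that passed its filter on low counts. *Spp1* (ENSMUSG00000029304.14), which encodes osteopontin, lies on chromosome 5 from 104435118 to 104441050 and shares an assembled locus of the count table with *Gm42793*, so reads could be divided between the 2 genes. It was 2260 ± 1524 CPM (SD, n = 3) in males, at 3670, 644 and 2465 CPM in replicates 2, 3 and 4. It was 343 ± 194 CPM (SD, n = 4) in females, where each sample lay between 145 and 568 CPM, far above the floor. The log2 fold change of males over females was 2.70 (standard error 0.66), with an adjusted p of 0.0818 from edgeR's quasi-likelihood test, which is not past the threshold of 0.05. Adjusted over the 19 genes of Figures 8B and S7B alone, its p was 0.0122 in the same edgeR test. Each of the 3 males was above each of the 4 females (two-sided exact permutation test, p = 0.0286, the smallest p that 3 samples against 4 allow). In male replicate 1, *Spp1* was 1085 CPM. With DESeq2 the adjusted p was 0.00127 at a log2 fold change of 2.71, and over the 16 alternatives it ranged from 0.00127 to 0.351. When each sample was left out in turn, the log2 fold change stayed between 2.17 and 3.14, and its adjusted p from edgeR was between 0.0896 and 0.229. Across the genome, 471 genes had an adjusted p under 0.05, of which 198 were higher in males and 273 higher in females. The number rose to 2329 with DESeq2. It fell to 67 with all 8 samples, to 0 with a replicate block and to between 88 and 171 with each replicate left out in turn. The replicate block pairs different animals by sample number only and leaves fewer degrees of freedom. Its 0 therefore does not count against a difference between the sexes. Of the 19 genes, 4 passed when adjusted over all genes tested, and 11 when adjusted over the 19 alone. The 4 were *Fshb* (log2 fold change 3.13), *Serpina3c* (4.77), *Slurp2* (−2.11) and *Grem1*. With a replicate left out, *Fshb* passed only without female replicate 4 and *Slurp2* only without female replicate 1. The 19 genes were called by the paper partly from these samples, so the count over the 19 alone shows no stability.

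**Figure D5:**
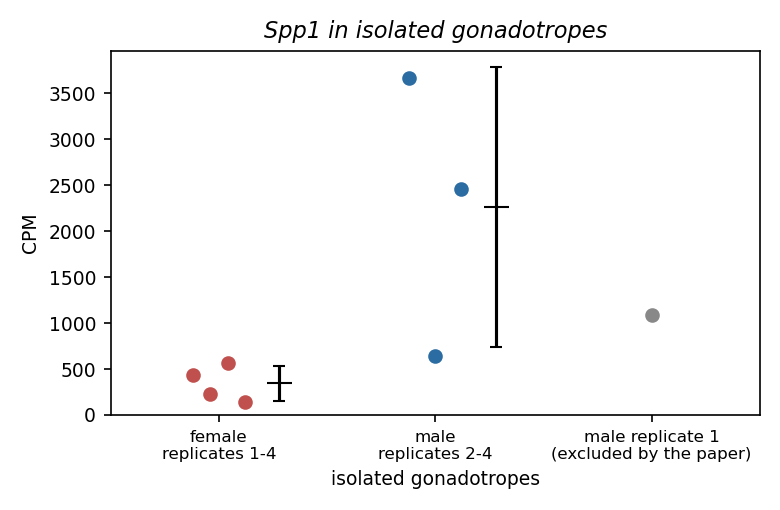
*Spp1* in CPM in each isolated gonadotrope sample. Points are samples, and bars beside them are the mean and SD of female replicates 1 to 4 and of male replicates 2 to 4. The males lie at 644 CPM or more and the females at 568 CPM or less.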

In agreement with this, our results showed that *Spp1* was highly expressed in the male gonadotrope but not in the female gonadotrope. *Grem1* encodes Gremlin1, an antagonist of bone morphogenetic protein. In a previous study, *Grem2*-null mice showed irregular estrous cycles and subfertility [24]. Although *Grem2* is not expressed in the pituitary gland, these previous data suggested that Grem2 plays an important role in HPG axis regulation and reproductive function in females. Our study expands on this to suggest that Grem1 is a novel regulator of gonadotrope function in males. 

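*Grem1* (ENSMUSG00000074934.3) lies on chromosome 2 from 113746164 to 113758646. It was 297 ± 43.6 CPM (SD, n = 3) in male replicates 2 to 4 and between 0.342 and 1.04 CPM in the 4 females, with 8 to 34 counts per female sample. The log2 fold change of males over females was 8.64 (standard error 0.44), with an adjusted p of 0.000826 from edgeR's quasi-likelihood test. With each sample left out in turn it stayed between 8.43 and 8.90, and the adjusted p from edgeR stayed between 0.00160 and 0.00680. In male replicate 1 it was 88.9 CPM.

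**Figure D6:**
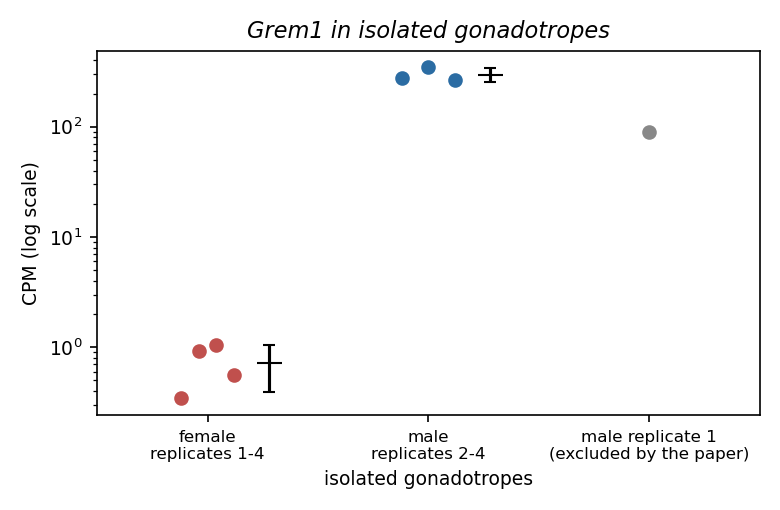
*Grem1* in CPM on a log axis in each isolated gonadotrope sample. Points are samples, and bars beside them are the mean and SD of female replicates 1 to 4 and of male replicates 2 to 4. Male replicates 2 to 4 lie at 264 CPM or more, male replicate 1 at 88.9 CPM and the females at 1.04 CPM or less.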

*Tgfbr3l,* which encodes transforming growth factor β receptor III-like protein and plays essential roles in the transduction of inhibin B signaling to the pituitary gonadotrope, was also included in the gene set. Recently generated *Tgfbr3l* gene-disrupted female mice showed increased FSH production and follicle development relative to controls, and double knockout of *Tgfbr3l* and betaglycan resulted in female infertility [25], indicating an important role of this factor in female reproductive function. Another recent study identified an NR5A1 binding sequence in the proximal promoter of the human and murine *Tgfbr3l* homologs, and in vitro analyses suggested that NR5A1 directly induces gonadotrope-specific *Tgfbr3l* gene expression [26]. Our study supported this finding and strongly suggested that NR5A1 directly regulates *Tgfbr3l* gene expression in vivo. The *Tgfbr3l* gene also shows gonadotrope-specific and NR5A1-dependent expression in males. However, its role in male reproductive function has not been clarified. 

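*Tgfbr3l* (ENSMUSG00000089736.2) lies on chromosome 8 from 4248214 to 4251423, and its locus in the count table is shared with *Map2k7* and *Gm49320*, so reads could be divided among these genes. It was 2851 ± 549 CPM (SD, n = 3) in male replicates 2 to 4, at the 99.9 percentile of the genes with a count, and 2474 CPM in male replicate 1. In females it was 2140 ± 357 CPM (SD, n = 4). The log2 fold change of males over females was 0.38 (standard error 0.19), with an adjusted p of 0.319 from edgeR's quasi-likelihood test, so no difference between the sexes was detectable.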

*Nr0b2* encodes a small heterodimer partner (SHP), a factor known to regulate bile acid homeostasis [27]. 

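*Nr0b2* (ENSMUSG00000037583.2) lies on chromosome 4 from 133553376 to 133556536. It was 20.7 ± 5.91 CPM (SD, n = 3) in male replicates 2 to 4, with 310 to 643 counts per sample, and 26.1 CPM in male replicate 1. In the 4 female samples it was 17.2 ± 3.23 CPM. The log2 fold change of males over females was 0.23 (standard error 0.26), with an adjusted p of 0.691 from edgeR's quasi-likelihood test. The difference in means was smaller than the SD between male replicates.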

Recent studies have focused on its function in the testes [27], but the physiological function of SHP in the pituitary gonadotrope has not been investigated so far. Another *Nr0b* family gene, *Nr0b1*, showed gonadotrope-specific and NR5A1-dependent expression in females. This gene encodes dosage-sensitive sex reversal, adrenal hypoplasia congenita critical region, on chromosome X, gene 1 (DAX-1) [27]. 

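*Nr0b1* (ENSMUSG00000025056.4) lies on the X chromosome from 86191764 to 86195947. It was 202 ± 57.2 CPM (SD, n = 4) in females and 131 ± 44.5 CPM (SD, n = 3) in male replicates 2 to 4, so it was expressed in both sexes. The log2 fold change of males over females was −0.66 (standard error 0.29), with an adjusted p of 0.272 from edgeR's quasi-likelihood test. In male replicate 1 it was 77.2 CPM.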

Previous studies have shown that DAX-1 expression overlaps with that of NR5A1 in various tissues, including pituitary gonadotropes [28]. Although several previous in vitro studies have suggested that DAX-1 is directly regulated by NR5A1 [29,30,31], ours is the first report to suggest that NR5A1 regulates DAX-1 expression in the pituitary gonadotropes in vivo. Overall, we identified several candidate NR5A1 downstream genes in the pituitary gonadotrope. Among these, several genes have not yet been linked to pituitary gonadotrope function and should be evaluated in future studies.

## 4. Materials and Methods

### 4.1. Mice

We previously identified a gonadotrope-specific PE of *Nr5a1* [11]. In this study, we deleted the PE region from the mouse genome following a published procedure [32]. Guide RNAs targeting the upstream and downstream regions of the PE were designed using CRISPR direct (http://crispr.dbcls.jp/, accessed on 17 March 2017). crRNA, tracrRNA, and Cas9 protein (Integrated DNA Technologies) were mixed to form an RNP complex and then introduced into the fertilized eggs by electroporation (Genome Editor, BEX). The eggs were then transferred into the oviducts of recipient mothers, and the genotypes of the resulting pups were determined by PCR. The sequences of genotyping primers are shown in Supplemental Table S3. Homozygous PE deletion mice were designated as PE^−/−^ mice, whereas heterozygous PE deletion mice (PE^+/−^ mice) were used as controls unless otherwise noted. Ad4BP-BAC-EGFP mice [33] were used to collect NR5A1-expressing gonadotropes from the pituitary gland via fluorescence-activated cell sorting (FACS).

### 4.2. Tissue Preparation, Histological Analyses, and Immunostaining

Mice were anesthetized with 0.3 mg/kg medetomidine hydrochloride (Nippon Zenyaku Kogyo, Fukushima, Japan), 4 mg/kg midazolam (Astellas Pharma, Tokyo, Japan), and 5 mg/kg butorphanol tartrate (Meiji Seika Pharma, Tokyo, Japan), and then perfused with PBS followed by 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4) from the left ventricle. For histological analyses, tissues were embedded in paraffin wax, sectioned to 5 μm in thickness, and subjected to HE or Masson trichrome staining. Stained sections were observed using a BZ-X700 fluorescence microscope (Keyence, Osaka, Japan). For immunostaining, 50-μm thick sections were cut using a cryotome (Leica CM3050 S, Leica Camera AG, Wetzlar, Germany) and stained using the free-floating staining method [13]. The primary and secondary antibodies used in this study are listed in Supplemental Table S4. For nuclear staining, 4′6′-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich, St. Louis, MO, USA) was used. Tissue sections were encapsulated in VECTASHIELD Mounting Medium (Vector Laboratories, Newark, CA, USA) and photographed with a LSM 700 laser scanning microscope (Carl Zeiss AG, Oberkochen, Germany).

### 4.3. RNA Preparation and Quantitative RT-PCR

Total RNA was prepared from the anterior pituitary of PE^+/−^ (n = 3) and PE^−/−^ (n = 3) male mice and subjected to reverse transcription with random hexamers (Superscript VILO master mix, Invitrogen, Carlsbad, CA, USA). Synthesized cDNA was used for quantitative PCR using the AriaMx Real Time PCR system (Agilent, Santa Clara, CA, USA) with gene-specific primers (Supplemental Table S5) and SYBR green qPCR master mix (Agilent, Santa Clara, CA, USA). Expression of the genes of interest was adjusted relative to that of *Actb*, the gene encoding β-actin.

### 4.4. Measurement of Plasma Gonadotropin

Blood samples were collected from the right ventricle of anesthetized PE^+/+^ (n = 6), PE^+/−^ (n = 8), and PE^−/−^ (n = 7) male mice. Plasma LH and FSH concentrations were measured by a double-antibody radioimmunoassay (RIA) with mouse LH- and FSH-RIA kits provided by the National Hormone and Peptide Program (Torrance, CA, USA), as previously described [34,35]. LH and FSH concentrations were expressed in terms of mouse LH-RP (AFP-5306A) and FSH-RP (AFP-5308D), respectively. The lowest detectable level of LH in 25 µL plasma samples was 0.156 ng/mL, and the intra- and inter-assay coefficients of variation were 6.5 and 7.5%, respectively, at 2.8 ng/mL. The lowest detectable level of FSH in 25 µL plasma samples was 1.252 ng/mL, and the intra- and inter-assay coefficients of variation were 8.7 and 8.7%, respectively, at 17.1 ng/mL.

### 4.5. Measurement of Testicular Steroids

Testes were collected from control and PE^−/−^ mice at the fetal stage (E18.5) and adult stage (8–10 weeks after birth), respectively (n = 5 in each experimental condition). Levels of testicular steroids were determined by gas chromatography-mass spectrometry (GC-MS) as previously described [36]. The concentration of steroid hormone was given in units of ng/tissue in the fetal testis, and ng/mg tissue in the adult testis. The metabolic ratio for each enzymatic reaction was calculated by dividing the metabolite concentration by the precursor concentration.

### 4.6. mRNA Sequencing, Data Processing, and Differentially Expressed Gene Analyses

mRNA sequencing analyses were performed as previously described [13]. Briefly, total RNAs were prepared from the whole pituitary gland (control mice and PE^−/−^ mice) or from EGFP-positive cells sorted from Ad4BP-BAC-EGFP mouse pituitary glands, and were then subjected to library construction using NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Libraries were subjected to paired-end 150-bp sequencing on an Illumina series sequencer. After removing adapter sequences and low-quality reads using “cutadapt” (version 4.2) with default parameters, FASTQ files were mapped to the mouse genome (mm10) by “STAR” (version 2.5.4a) with default parameters. Reads for each gene were counted using “featureCounts” (version 1.6.1) with default parameters, and gene expression matrix files were subjected to differentially expressed gene analyses using “EdgeR”. Genes with reduced expression in PE^−/−^ mice relative to controls (log_2_FC < −2, *p*-value < 0.05, FDR < 0.05) were extracted. Genes with higher expression in the isolated gonadotropes than in the control whole pituitary were also extracted. We compared the two gene sets, and overlapping genes were then subjected to annotation analyses by “Metascape” [37].

### 4.7. Statistical Analyses

Quantitative RT-PCR data were presented as mean ± SEM, and statistical differences between experimental groups were examined by the two-tailed unpaired Student’s *t*-test. Plasma gonadotropin levels were presented as mean ± SEM, and differences were evaluated by one-way ANOVA followed by Tukey’s post hoc test. Intratesticular steroid levels and metabolic ratios were presented as mean and SD, and comparative levels of testicular steroids and metabolic ratios between control and PE^−/−^ groups were evaluated by a non-parametric Mann–Whitney U test.

## 5. Conclusions

Intronic enhancer plays an essential role in pituitary gonadotrope-specific *Nr5a1* gene expression. NR5A1 regulates functional differentiation of pituitary gonadotropes, and thereby induces development of reproductive organs. This study identified candidate downstream genes of NR5A1 in the pituitary gonadotrope. Some of them have been already shown to be important for the pituitary gonadotrope function. However, we also identified several genes of which function in the pituitary gland is unclear. These genes may be the target of future studies to clarify the pathogenesis of human hypogonadotropic hypogonadism patients.

## Figures and Tables

**Figure 1:**
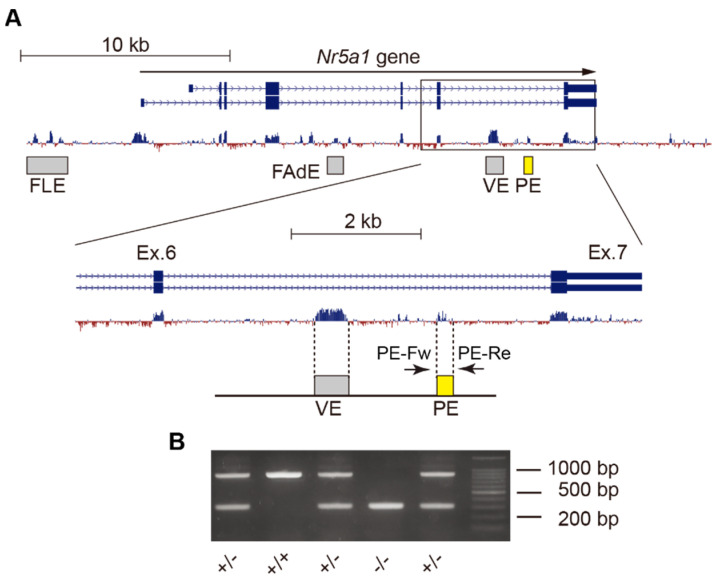
Deletion of the pituitary enhancer (PE) of *Nr5a1* by genome editing. (**A**) *Nr5a1* comprises seven exons. Several tissue-specific enhancers exist in the intronic and upstream regions of *Nr5a1*, such as the fetal Leydig enhancer (FLE), fetal adrenal enhancer (FAdE), ventromedial hypothalamic nucleus enhancer (VE), and PE. (**B**) The PE (yellow filled box) in the sixth intron of the gene was deleted by genome editing, and genotyping PCR with the primers PE-Fw and PE-Re confirmed that the region was successfully removed from the genome.

**Figure 2:**
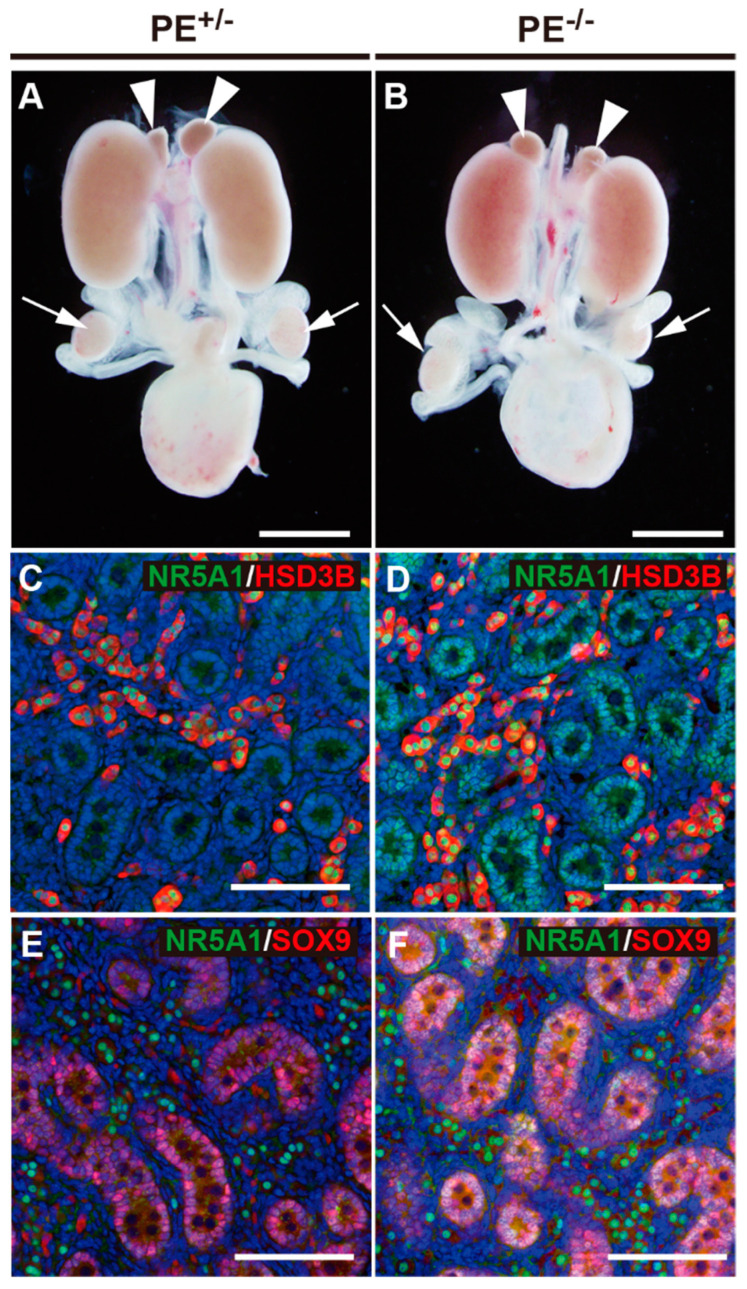
Fetal masculinization was not affected in PE^−/−^ mice. (**A**,**B**) Macroscopic observation of the urogenital systems in the control mice (**A**) and PE^−/−^ mice (**B**). Arrowheads indicate adrenal glands, whereas arrows indicate testes. (**C**,**D**) Double staining of the testis with antibodies for NR5A1 (green) and HSD3B (red). (**E**,**F**) Double staining of the testis with NR5A1 (green) and SOX9 (red) antibodies. Scale bar: 2 mm in (**A**,**B**), 100 μm in (**C**–**F**).

**Figure 3:**
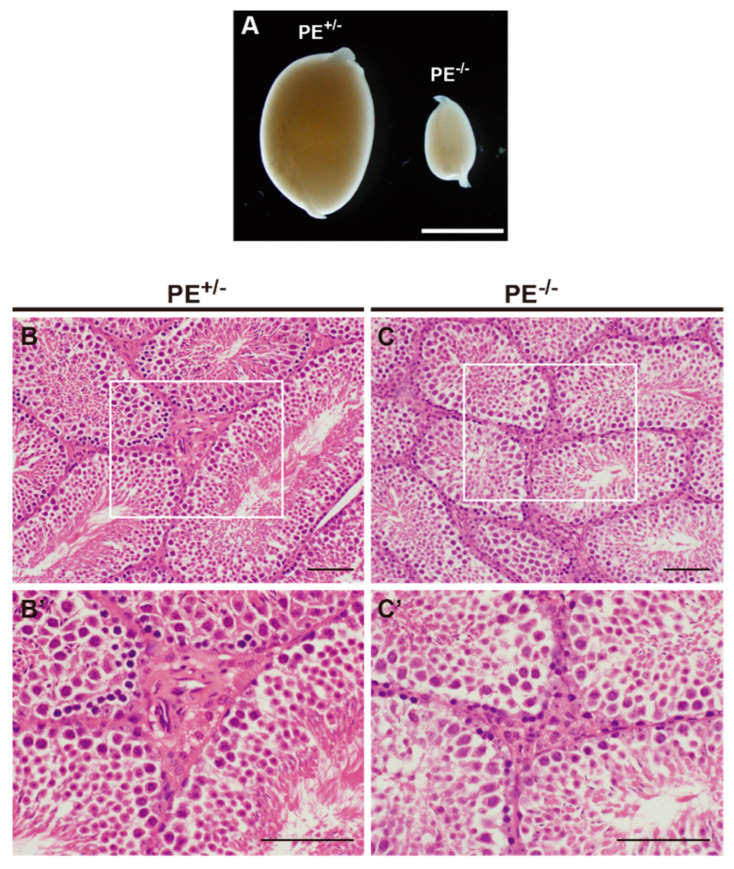
Severely impaired testicular architecture in PE^−/−^ adult mice. (**A**) Macroscopic view of the testes collected from control and PE^−/−^ mice. (**B**,**C**) Low magnification view of the HE stained section of testes collected from control (**B**) and PE^−/−^ mice (**C**). (**B**’,**C**’) Magnified view of the areas enclosed by open rectangles in (**B**,**C**). Scale bar: 2 mm in (**A**), 100 µm in (**B**–**C**’).

**Figure 4:**
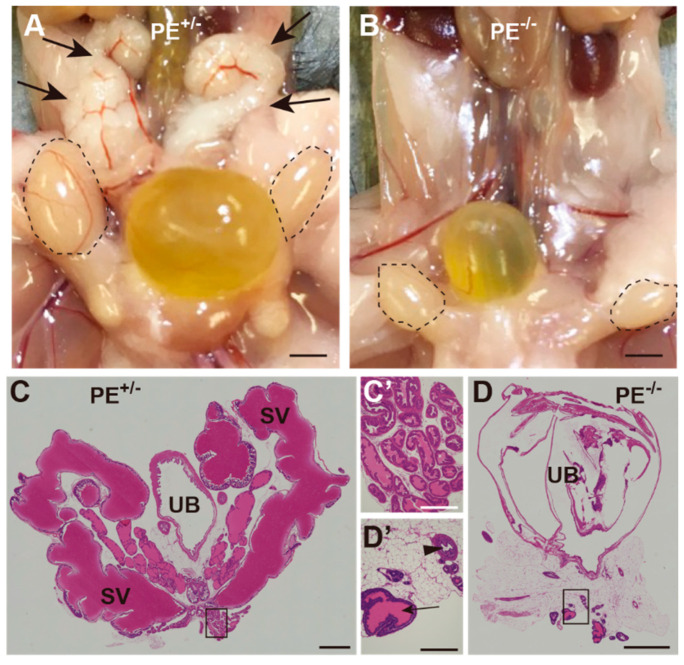
Hypoplastic development of reproductive organs in PE^−/−^ male mice. (**A**,**B**) Macroscopic views of the lower abdominal organs in control (**A**) and PE^−/−^ (**B**) mice. Testes are encircled by broken lines. Arrows in (**A**) indicate seminal vesicles, which were not observed in PE^−/−^ mice (**B**). (**C**,**D**) HE-stained sections of the urinary bladder (UB) and seminal vesicles (SV) in control (**C**) and PE^−/−^ (**D**) mice. (**C**’,**D**’) Magnified view of the areas enclosed by open rectangles in (**C**,**D**). An arrow in (**D**’) indicates a rudimentary tissue of the prostate gland. An arrowhead in (**D**’) indicates the urethra. Scale bar: 2 mm in (**A**–**D**); 100 µm in (**C**’,**D**’).

**Figure 5:**
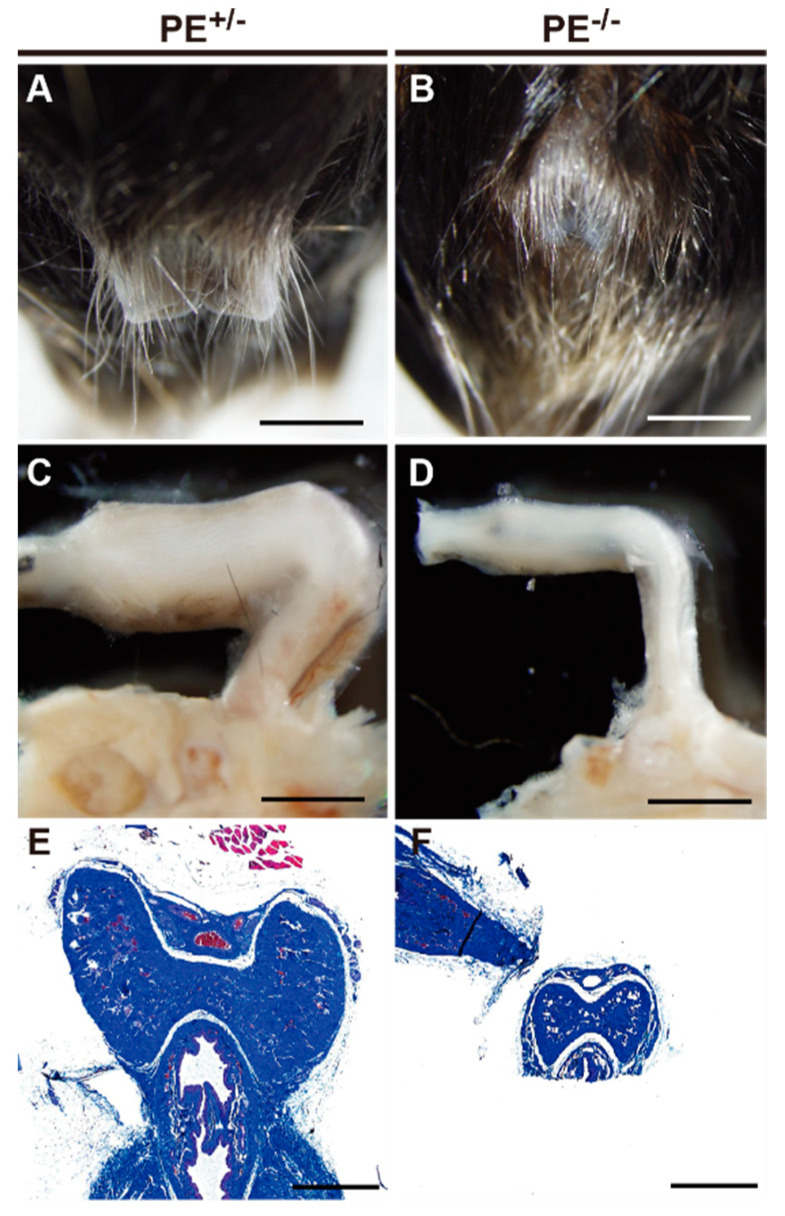
Hypoplastic penis in PE^−/−^ male mice. (**A**,**B**) Macroscopic view of the penis of control (**A**) and PE^−/−^ (**B**) mice. (**C**,**D**) Penile foreskin was removed, and penes were compared between control (**C**) and PE^−/−^ (**D**) mice. (**E**,**F**) Masson-trichrome staining of the penile sections of control (**E**) and PE^−/−^ (**F**) mice. Scale bar: 2 mm in (**A**–**D**); 500 µm in (**E**,**F**).

**Figure 6:**
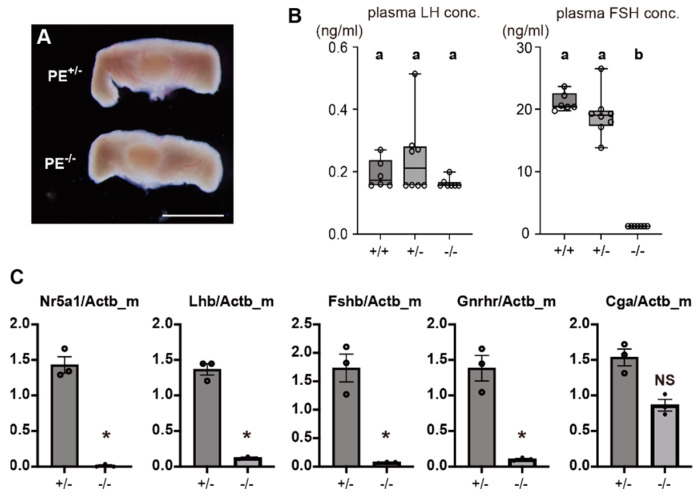
Changes in pituitary gonadotrope marker genes in PE^−/−^ mice. (**A**) Macroscopic view of the pituitary glands of control and PE^−/−^ mice. Scale bar: 1 mm (**B**) Plasma concentrations of LH and FSH in control (PE^+/+^ and PE^+/−^) and PE^−/−^ mice. Differences were evaluated by one-way ANOVA followed by Tukey’s post hoc test at a significance level of *p* < 0.05. a and b: significant difference between different characters. (**C**) Relative expression of pituitary gonadotrope marker genes in control and PE^−/−^ mice, as evaluated by qRT-PCR. Y-axis represents gene expression relative to that of *Actb*. Statistical significance between two experimental groups was evaluated by unpaired *t*-test. * significant difference (*p* < 0.05), NS: not significant.

**Figure 7:**
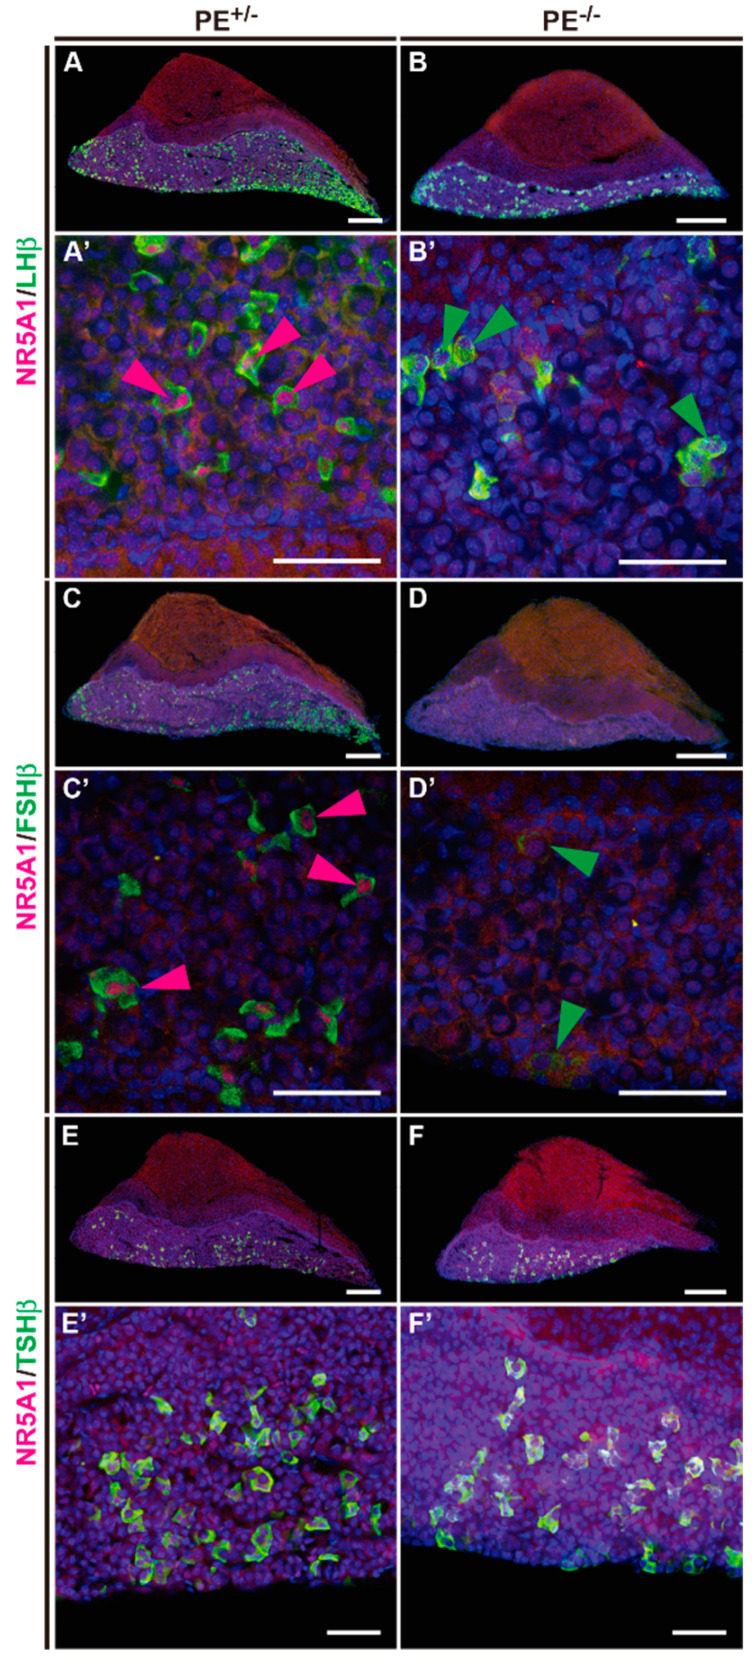
Levels of LHβ and FSHβ decreased in the PE^−/−^ mouse pituitary; TSHβ levels did not change. (**A**–**B**’) Immunostaining of pituitary sections using antibodies for NR5A1 (red) and LHβ (green). (**C**–**D**’) Immunostaining of pituitary sections using antibodies for NR5A1 (red) and FSHβ (green). (**E**–**F**’) Immunostaining of pituitary sections using antibodies for NR5A1 (red) and TSHβ (green). Scale bars: 200 μm in (**A**–**F**), 50 μm in (**A**’–**F**’).

**Figure 8:**
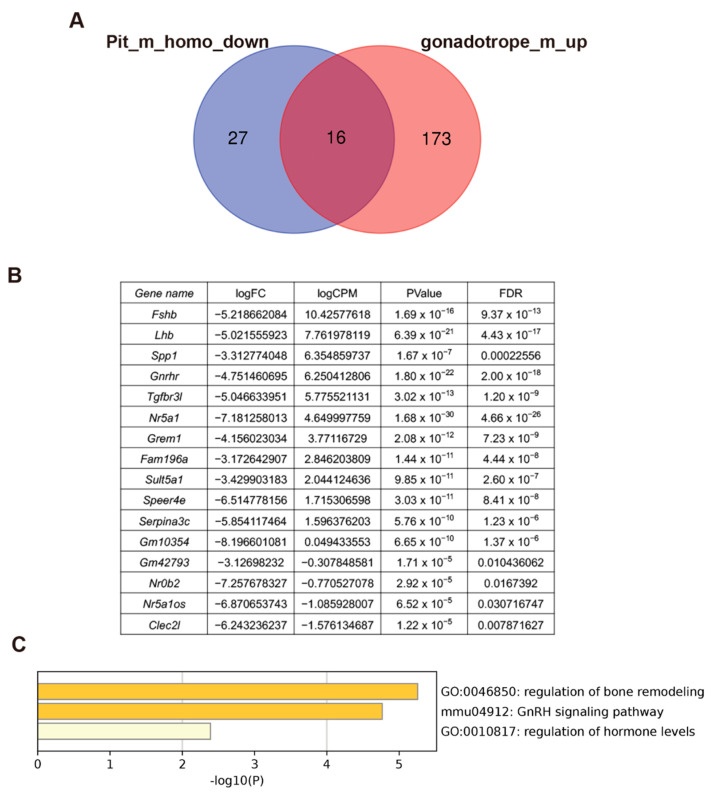
Transcriptomic analyses of the whole pituitary gland and isolated gonadotropes in males. (**A**) Venn diagram showing an overlap between genes downregulated in PE^−/−^ pituitary (Pit_m_homo_down) relative to the control and those showing higher expression in the gonadotropes than in the whole pituitary (gonadotrope_m_up). (**B**) List of the 16 overlapping genes of the two gene sets shown in (**A**); differential expression of 16 genes between control and PE^−/−^ pituitary glands. (**C**) GO terms enriched in the 16 genes.

**Table 1:** Intratesticular steroids in PE^+/−^ mice and PE^−/−^ mice at E18.5.

	Amount (pg/Whole Tissue)				
	PE^+/−^		PE^−/−^		
Steroid Compound	Mean	SD	Mean	SD	*p*-Value ^1^
Dehydroepiandrosterone	28.4	3.1	24.5	8.5	0.5476
Androstenediol	36.7	1.2	39.7	8.7	0.5000
Epitestosterone	12.2	2.1	15.8	9.5	0.6905
5α-androstane-3β, 17β-diol	18.7	11.2	14.9	1.8	0.6905
Androstenedione	324.0	133.2	381.4	156.0	0.5476
Testosterone	627.1	248.0	722.9	274.6	0.6905
Pregnenolone	18.8	4.6	15.5	0.6	0.2222
Progesterone	28.97	0.24	28.68	11.33	0.8413
17α-hydroxyprogesterone	100.3	35.3	98.4	33.6	>0.9999
11-deoxycortisol	49.9	7.9	62.8	16.5	0.1508

^1^ Statical significance was determined using the Mann–Whitney U test.

**Table 2:** Intratesticular steroids in adult PE^+/−^ and PE^−/−^ mice.

	Concentration (pg/mg Tissue)				
	PE^+/−^		PE^−/−^		
Steroid Compound	Mean	SD	Mean	SD	*p*-Value ^1^
3α-androstane-3α, 17β-diol	2.1	0.3	2.3	1.2	0.6905
Dehydroepiandrosterone	0.6	0.1	1.8	0.4	0.0079 *
Androstenediol	3.7	0.8	2.4	0.6	0.0317 *
Epitestosterone	0.9	0.9	1.2	0.8	>0.9999
3α-androstane-3β, 17β-diol	1.1	0.5	1.6	0.5	0.2222
7α-hydroxyandrostenedione	3.1	0.9	12.3	2.7	0.0079 *
Dihydrotestosterone	1.7	0.8	2.3	0.5	0.2222
Androstenedione	54.0	21.7	10.9	5.5	0.0079 *
Testosterone	58.3	57.4	9.7	8.1	0.0079 *
6β-hydroxyandrostenedione	1.3	0.3	ND	ND	NA
6β-hydroxytestosterone	1.5	1.5	ND	ND	NA
Pregnenolon	4.7	1.1	2.8	2.0	0.0952
Progesterone	8.61	3.11	9.95	3.73	0.6905
16α-hydroxytestosterone	5.9	6.8	ND	ND	NA
16α-hydroxyandrostenedione	1.0	0.7	ND	ND	NA
17α-hydroxypregnenolone	1.4	0.3	ND	ND	NA
17α-hydroxyprogesterone	9.6	2.9	7.1	2.9	0.3095
Tetrahydrodeoxycorticosterone	ND	ND	3.9	2.1	NA
Allo-tetrahydrodeoxycorticosterone	0.9	0.4	1.0	0.3	0.5476
11-deoxycortisol	2.9	3.0	3.8	2.5	0.1508
Corticosterone	13.3	12.4	7.7	5.7	0.3095

^1^ Significance was determined using the Mann–Whitney U test. * Statistically significant difference (*p* < 0.05). ND, not detected under the limit of quantification; NA, not applicable because analyte was not detected in either experimental group.

## Data Availability

Sequence data were deposited to the GEO repository with accession numbers GSE216466 and GSE2164685.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24010192/s1.

# Supplementary material for: Intronic Enhancer Is Essential for Nr5a1 Expression in the Pituitary Gonadotrope and for Postnatal Development of Male Reproductive Organs in a Mouse Model
**Source:** Int J Mol Sci. 2022 Dec 22;24(1):192. doi: 10.3390/ijms24010192
**Supplement:** Supplementary file 1

Supplementary Material for

Intronic enhancer is essential for *Nr5a1* expression in the pituitary gonadotrope and for postnatal development of male reproductive organs in a mouse model

**
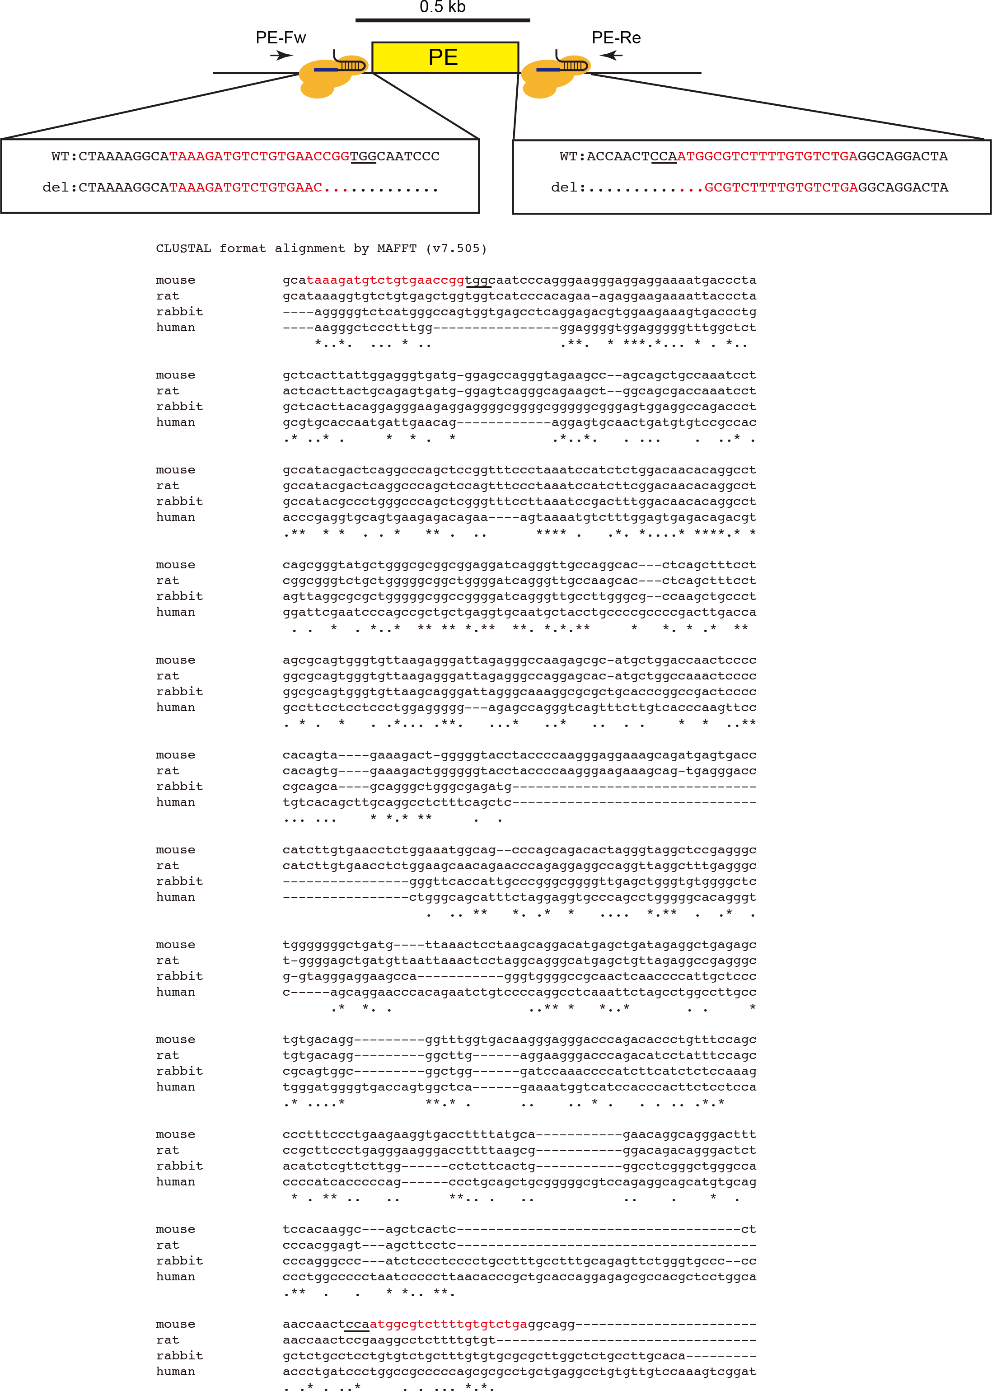
Figure S1**. PE deletion by genome editing. Two guide RNAs were designed to target upstream and downstream regions of the PE. Underlined 3-bp sequences are the protospacer adjacent motif sequences. Nucleotide conservation of PE regions between four mammalian species (mouse, rat, rabbit, and human) is shown. Asterisks indicate the nucleotides conserved in all animal species.

**Figure S2.** Comparison of adrenal glands in control and PE^-/-^ mice. Scale bar: 2 mm

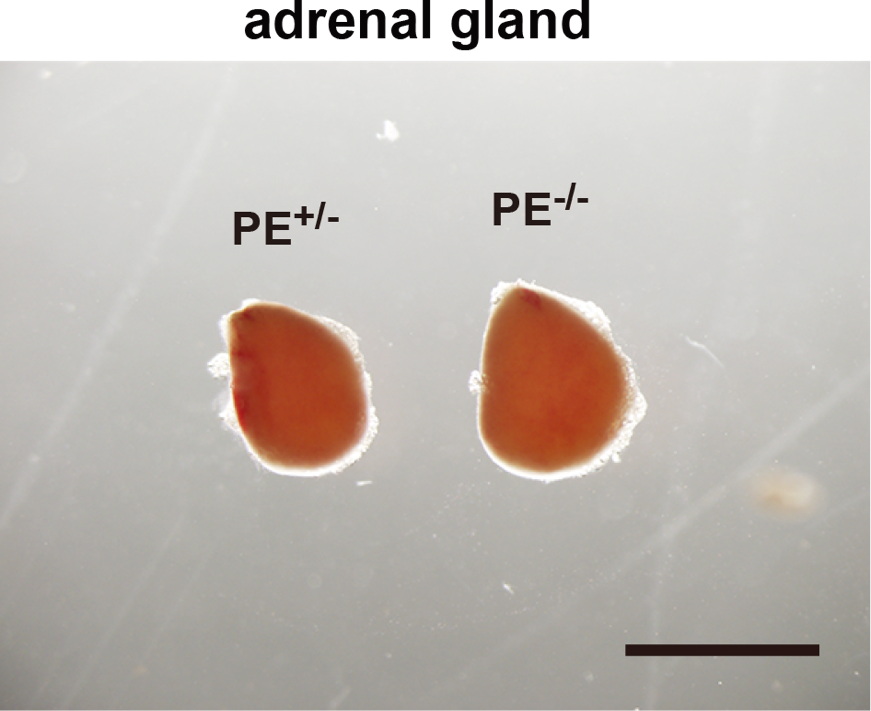

**Figure S3.** Histological changes in the ovaries of PE^-/-^ female mice. (A) Comparison of control and PE^-/-^ mouse ovaries. (B and C) Image of HE-stained ovary sections. (B’ and C’) Magnified view of the areas enclosed by open rectangles in (B) and (C). CL: corpus luteum. Arrows in C’ indicate follicles; arrowheads indicate regressing follicles. Scale bar: 200 µm.

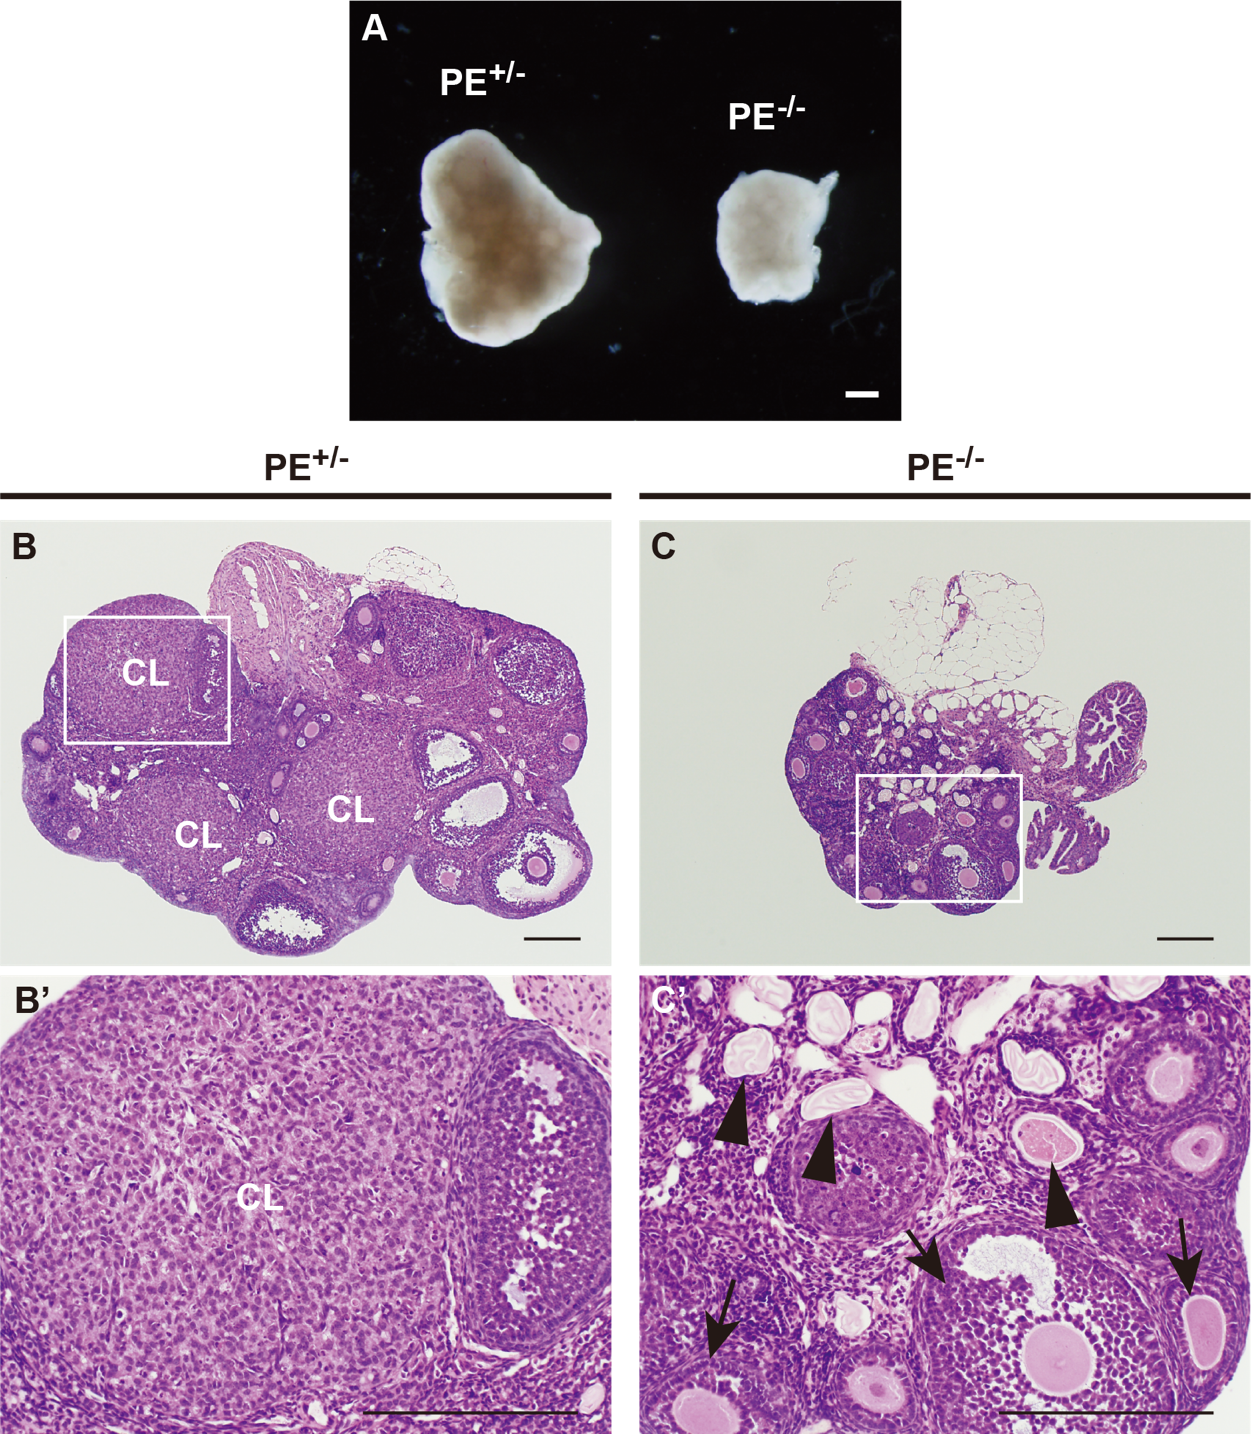

**Figure S4.** Expression of pituitary gonadotrope marker genes in the female pituitary gland. Y-axis indicates expression relative to *Actb* expression. Statistical significance between two experimental groups was evaluated by unpaired *t*-test. *significant difference (p<0.05), NS: not significant.

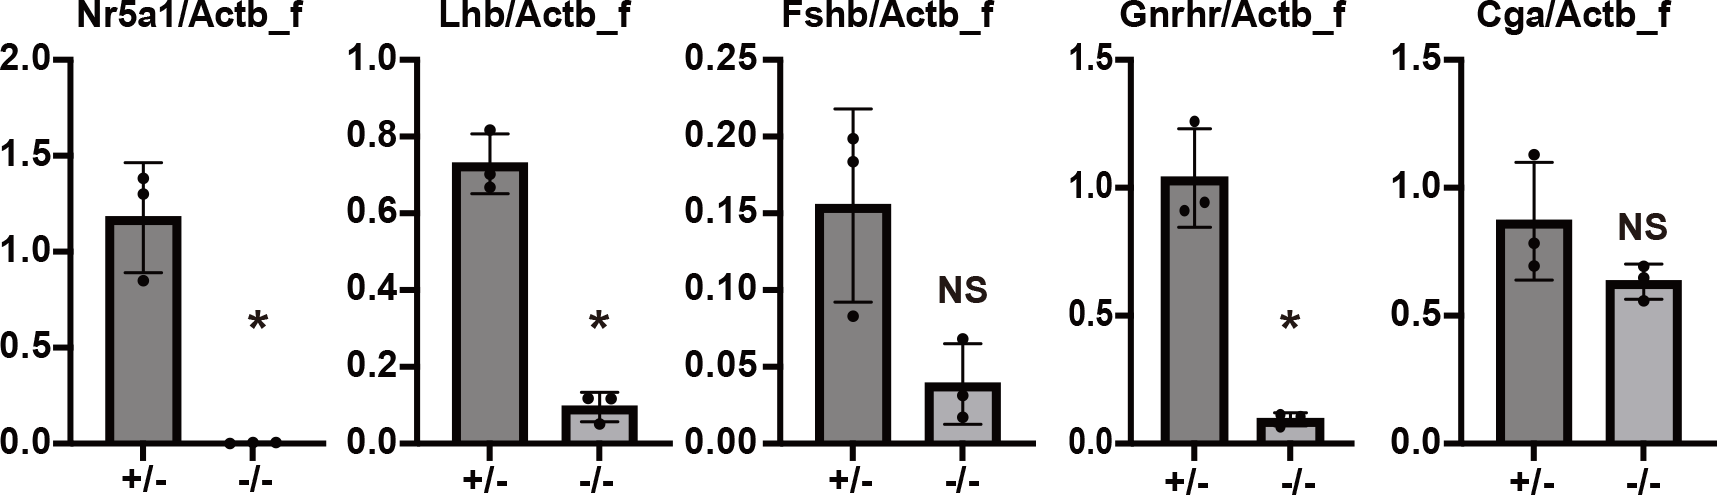

**Figure S5.** Cluster dendrogram of the mRNA sequence data obtained from the whole pituitary gland of a control male mouse (Pit_m_het1-4) and from the gonadotropes isolated from the male pituitary gland (gonadotrope_m1-4).

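The dendrogram of male gonadotropes was recomputed from the 4 male samples alone, with average linkage on 1 minus the Spearman correlation. Replicates 2 and 3 joined at 0.0786, replicate 4 joined them at 0.0840, and replicate 1 joined last at 0.149. The paper's text does not name the distance or the linkage.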

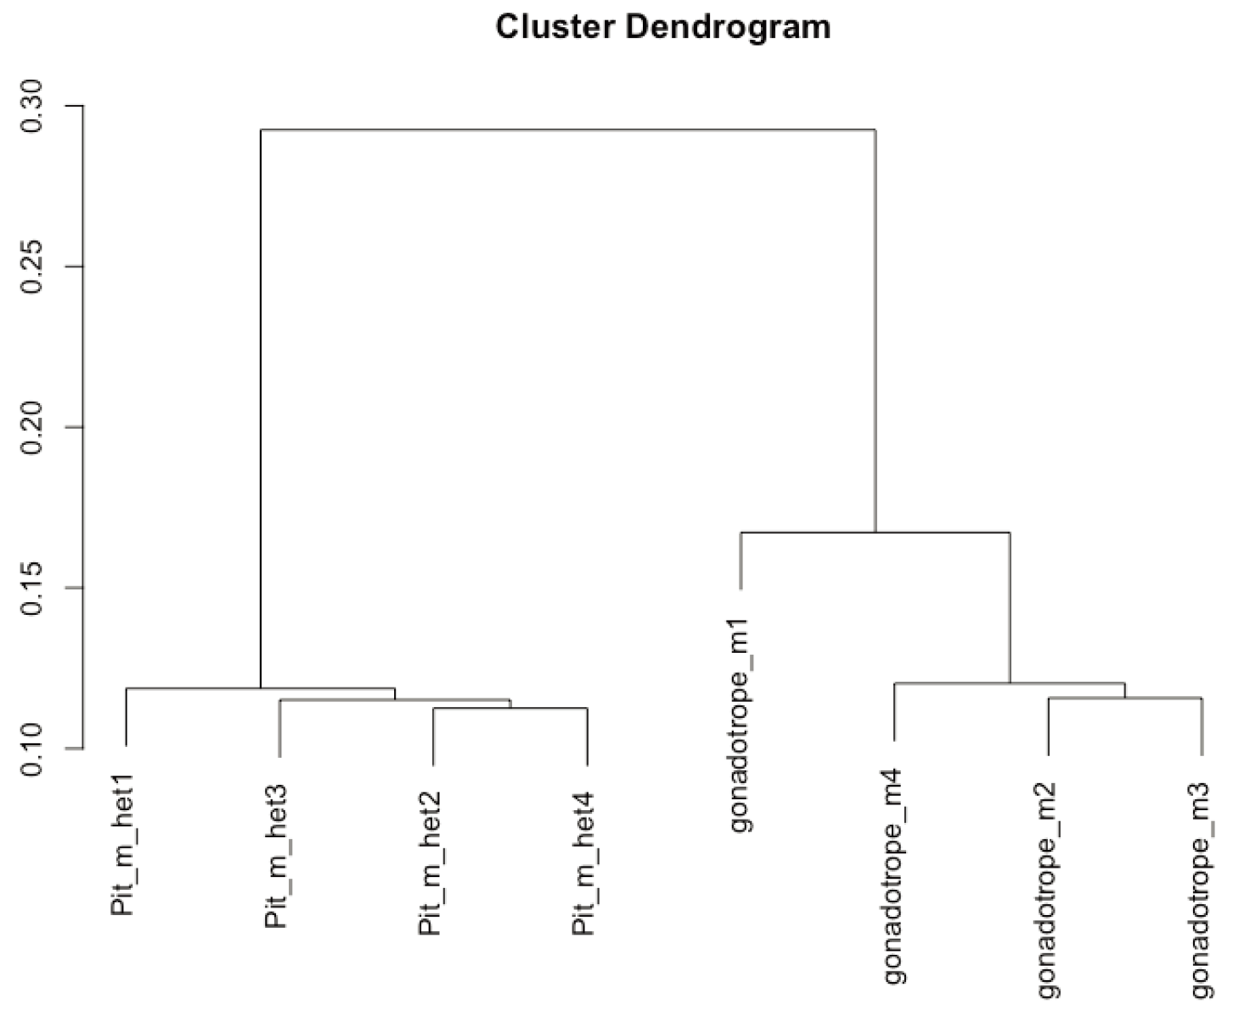

**Figure S6.** Cluster dendrogram of the mRNA sequence data obtained from the pituitary gland of a control female mouse (Pit_f_het1-4) and from the gonadotropes isolated from the female pituitary gland (gonadotrope_f1-4).

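The 4 female gonadotrope samples were clustered on their own in the same way as the males. Replicates 2 and 4 joined first, at 0.0857, replicate 3 joined at 0.0880 and replicate 1 last at 0.101. With the Pearson correlation of log2 CPM in place of the Spearman correlation, replicates 2 and 3 joined first.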

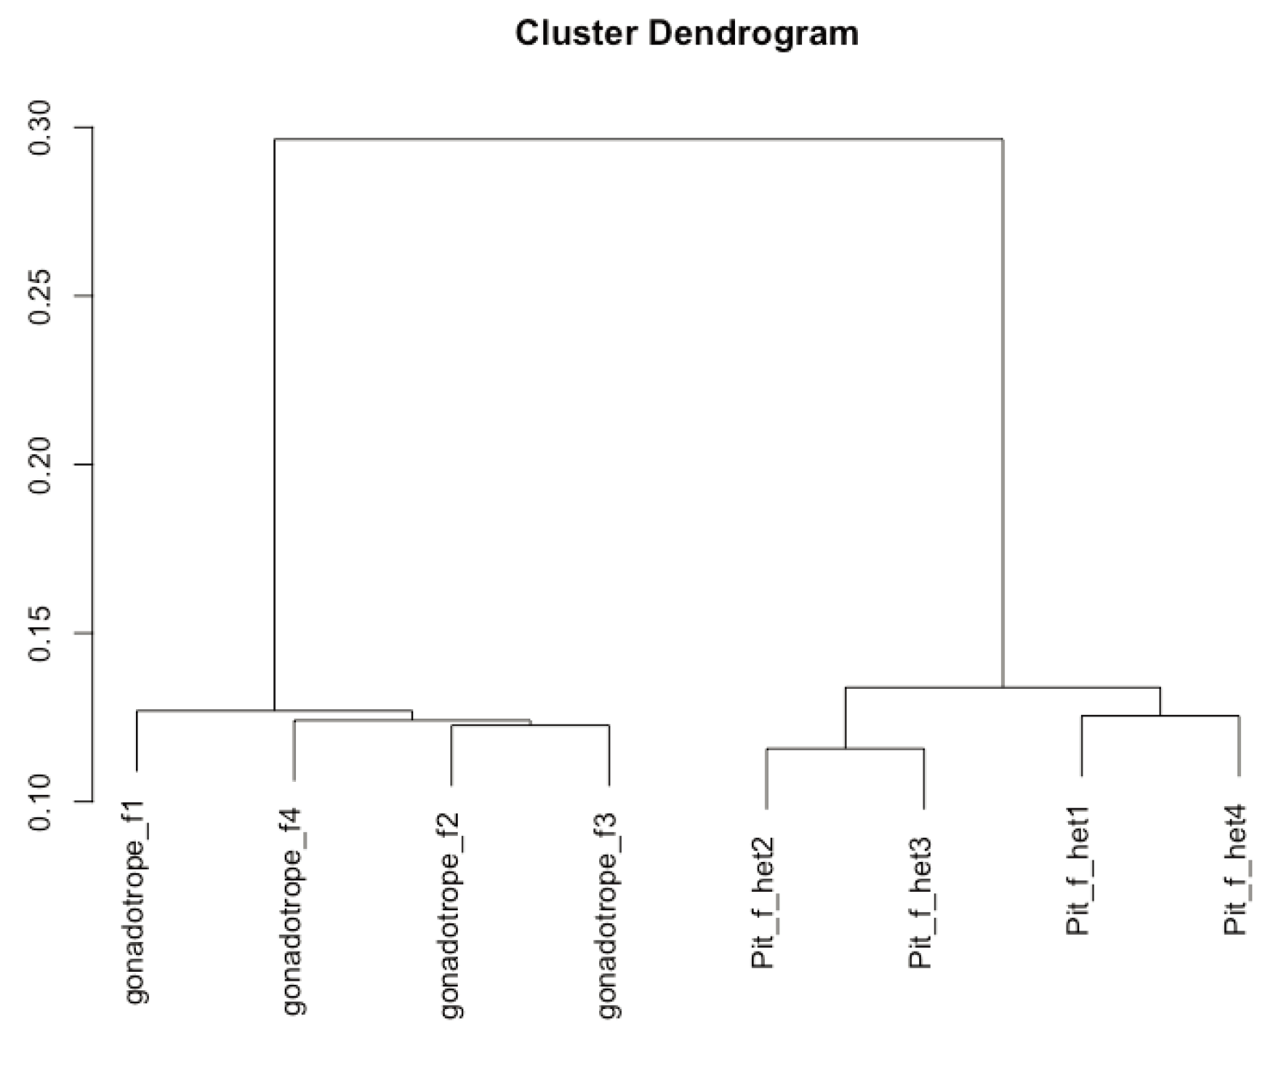

**Figure S7.** Transcriptomic analyses of the whole pituitary and isolated gonadotropes in females. (A) Venn diagram showing an overlap between two gene sets; genes downregulated in the PE^-/-^ pituitary (Pit_f_homo_down) and those with higher expression in the gonadotropes than in the whole pituitary (gonadotrope_f_up). (B) List of the nine overlapping genes between the two gene sets shown in (A), and comparison these genes between the control and PE^-/-^ pituitary. (C) GO terms enriched in the nine genes.

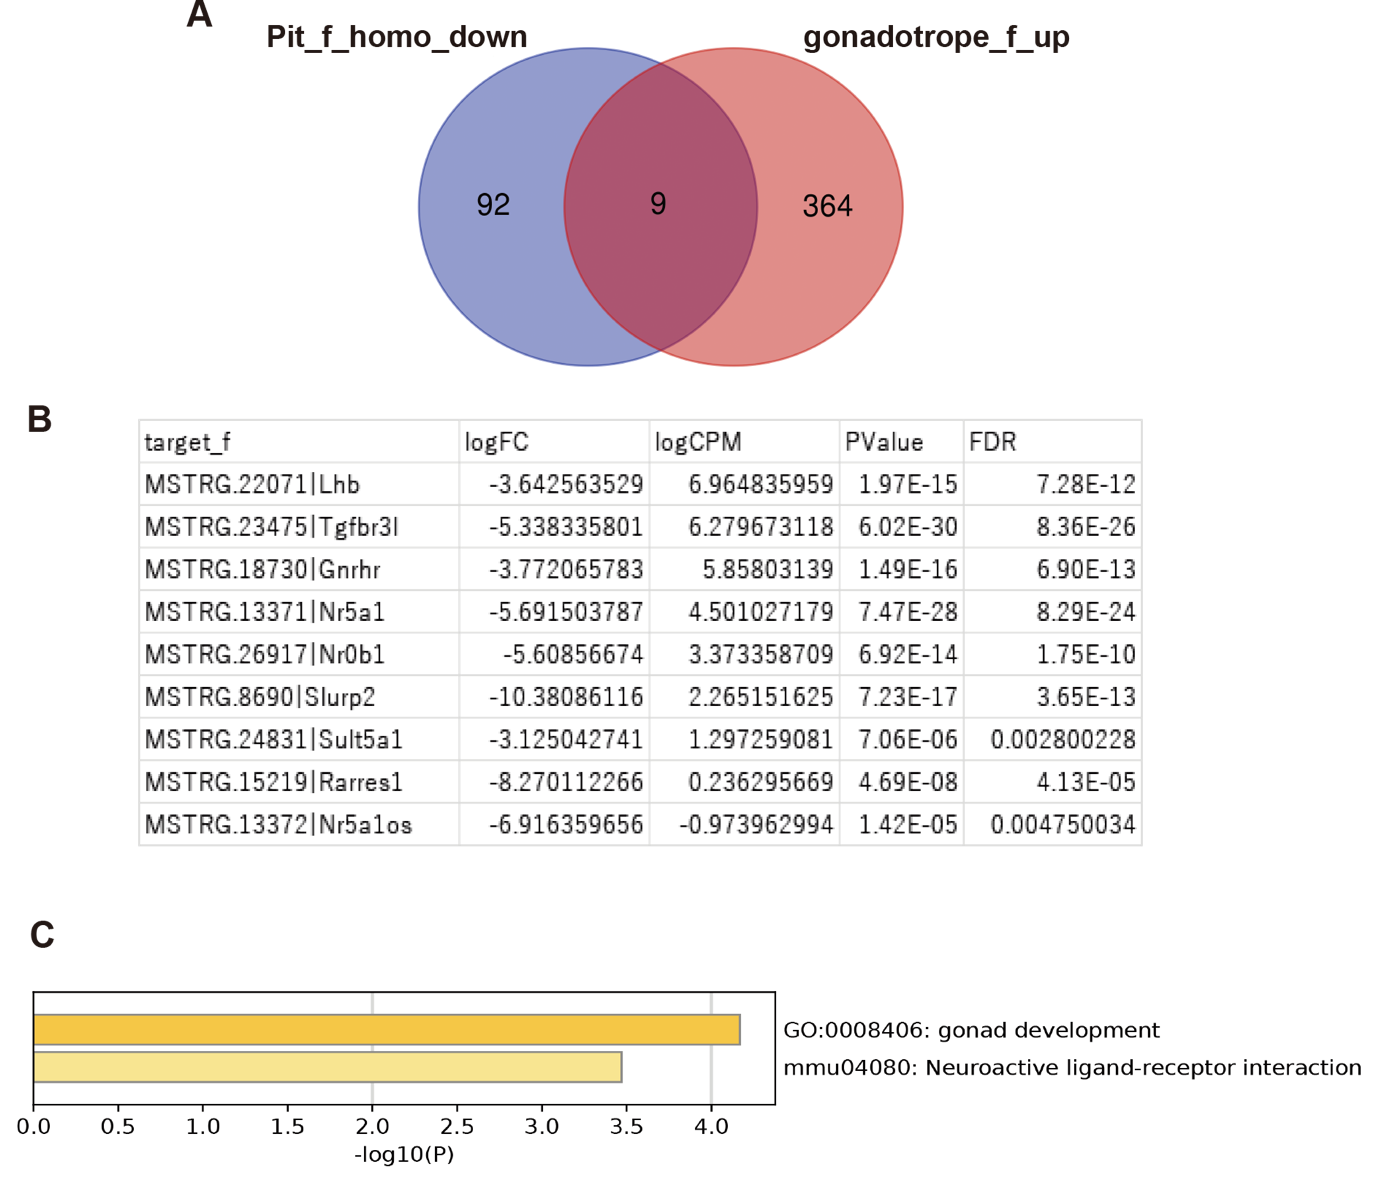

**Table S1.** Metabolic ratios of steroids in PE (+/-) mice and PE (-/-) mice at E18.5.

|  | PE (+/-) | | PE (-/-) | |  |
| --- | --- | --- | --- | --- | --- |
| Metabolic ratio (metabolite/precursor) | Mean | SD | Mean | SD | p-value |
| 17α-hydroxylase (17α-OH-Prog/Prog) | 3.5 | 1.2 | 3.7 | 1.3 | 0.7302 |
| 3β-HSD1 (Prog/Preg) | 1.6 | 0.3 | 1.9 | 0.8 | 0.4206 |
| 21-hydroxylase (11-deoxyF/17α-OH-Prog) | 0.6 | 0.2 | 0.7 | 0.1 | 0.6429 |
| 17,20-lyase (A-dione/17α-OH-Prog) | 3.4 | 1.4 | 4.3 | 2.0 | 0.4206 |
| 3β-HSD1 (A-dione/DHEA) | 11.7 | 5.5 | 17.7 | 9.5 | 0.2222 |
| 3β-HSD2 (T/A-diol) | 17.2 | 7.2 | 18.2 | 5.8 | 0.8413 |
| 17β-HSD1 (A-diol/DHEA) | 1.3 | 0.1 | 1.9 | 1.0 | 0.8413 |
| 17β-HSD1 (T/A-dione) | 2.0 | 0.5 | 2.0 | 0.4 | >0.9999 |
| 17α-HSD1 (epi-T/A-dione) | 0.0 | 0.0 | 0.1 | 0.1 | >0.9999 |

Statical significance was determined using the Mann-Whitney U test.

17α-OH-Prog, 17α-hydroxyprogesterone; Prog, progesterone; Preg, pregnenolone; 11-deoxyF, 11-deoxycortisol, Adione, androstenedione; DHEA, dehydroepiandrosterone; T, testosterone; A-diol, androstenediol; Epi-T, epitestosteron.

**Table S2.** Metabolic ratios of steroids in adult PE (+/-) mice and PE (-/-) mice.

|  | PE (+/-) | | PE (-/-) | |  |
| --- | --- | --- | --- | --- | --- |
| Metabolic ratio (metabolite/precursor) | Mean | SD | Mean | SD | p-value |
| 17α-hydroxylase (17α-OH-Prog/Prog) | 1.2 | 0.6 | 0.7 | 0.3 | 0.1508 |
| 3β-HSD1 (Prog/Preg) | 1.9 | 0.9 | 5.0 | 3.1 | 0.0635 |
| 21-hydroxylase (11-deoxyF/17α-OH-Prog) | 0.3 | 0.2 | 0.5 | 0.2 | *0.0476 |
| 17,20-lyase (A-dione/17α-OH-Prog) | 5.7 | 1.3 | 1.6 | 0.6 | *0.0080 |
| 3β-HSD1 (A-dione/DHEA) | 90.9 | 22.6 | 6.0 | 2.4 | *0.0080 |
| 3β-HSD2 (T/A-diol) | 14.9 | 12.2 | 4.1 | 2.9 | *0.0317 |
| 17β-HSD1 (A-diol/DHEA) | 6.6 | 2.0 | 1.3 | 0.2 | *0.0079 |
| 17β-HSD1 (T/A-dione) | 0.9 | 0.5 | 0.8 | 0.5 | >0.9999 |
| 17α-HSD1 (epi-T/A-dione) | 0.0 | 0.0 | 0.1 | 0.1 | *0.0159 |
| 5α-reductase (DHT/T) | 0.0 | 0.0 | 0.8 | 1.2 | *0.0079 |
| 3α-HSD (αββ-diol/DHT) | 2.4 | 2.5 | 1.6 | 0.8 | 0.8413 |
| 3β-HSD (ααβ-diol/DHT) | 2.5 | 1.0 | 1.0 | 0.1 | *0.0079 |

Statical significance was determined using the Mann-Whitney U test.

*Statistically significant difference (p<0.05)

17α-OH-Prog, 17α-hydroxyprogesterone; Prog, progesterone; Preg, pregnenolone; 11-deoxyF, 11-deoxycortisol, Adione, androstenedione; DHEA, dehydroepiandrosterone; T, testosterone; A-diol, androstenediol; Epi-T, epitestosterone; DHT, dihydrotestosterone; αββ-diol, 3α-androstane-3β,17β-diol ; ααβ-diol, 3α-androstane-3α,17β-diol.

**Table S3.** Primers used for genotyping the PE-deleted mice

| Primer name | Sequence | Amplicon |
| --- | --- | --- |
| PE-Fw | ACAGTTGGGTAGGCTTCACTGT | WT: 889 bp  del: 278 bp |
| PE-Re | CAGACATGCTGTGTGAGAACAA |  |

**Table S4.** Antibodies used for immunostaining assays

Primary antibodies

| Target protein | Source (reference) | Dilution |
| --- | --- | --- |
| NR5A1 | Rat monoclonal  (Shima *et al*., 2008; Yokoyama et al., 2009) | 1:1000 |
| HSD3B  (3β-HSD) | Rabbit polyclonal  (Fatchiyah *et al.*, 2006) | 1:10000 |
| SOX9 | Rabbit polyclonal  (Katoh-Fukui *et al.*, 2011) | 1:10000 |
| LHβ | Rabbit polyclonal  (NHPP, LOT# AFP571292393) | 1:10000 |
| FSHβ | Rabbit polyclonal  (NHPP, LOT# AFPHFSH6) | 1:10000 |
| TSHβ | Rabbit polyclonal  (NHPP, LOT# AFP1274789) | 1:10000 |

Secondary antibodies

| Target protein | Source (reference) | Dilution |
| --- | --- | --- |
| Rat IgG | ALEXA Fluor® 594 goat anti-rat IgG (H+L)  (Thermo Fisher Scientific; A11007) | 1:500 |
| Rabbit IgG | ALEXA Fluor® 488 goat anti-rabbit IgG (H+L)  (Thermo Fisher Scientific; A11008) | 1:500 |

**Table S5.** Primers used for quantitative RT-PCR

| Gene (protein) | Primer direction | Primer sequence (5′ to 3′) |
| --- | --- | --- |
| *Nr5a1*  (Ad4BP/SF-1) | F | AGAGCTGCAAAATCGACAAGAC |
|  | R | CGAATCTGTGCTTTCTTCTGCT |
| *Lhb*  (LHβ) | F | AGTCTGCATCACCTTCACCA |
|  | R | TGAGGGCTACAGGAAAGGAG |
| *Fshb*  (FSHβ) | F | AGAGAAGGAAGAGTGCCGTT |
|  | R | CACAGCCAGGCAATCTTACG |
| *Gnrhr*  (GnRH receptor) | F | TCTATGATCAGCCTGGCCTG |
|  | R | GCTCTGACACCCTGTTCAAC |
| *Cga*  (αGSU) | F | CAAGAAGACAATGCTGGTTCCA |
|  | R | GCACTCCGTATGATTCTCCACT |
| *Actb*  (β-actin) | F | CCATCATGAAGTGTGACGTTGA |
|  | R | ACCGATCCACACAGAGTACTTG |

**Supplementary Matrix File S1.** List of the genes in “Pit_m_homo_down”, “gonadotrope_m_up”, “Pit_f_homo_down” and “gonadotrope_f_up”.

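Each list names a gene by its locus and symbol and gives the paper's log2 fold change, mean log2 CPM, p-value and adjusted p. The lists hold 43, 189, 101 and 373 genes in the order named, and each of these genes is present in the deposited count table. The smallest absolute log2 fold change on the paper's lists was 3.13, 3.00, 3.05 and 3.00. For the lists of genes reduced in the PE-/- pituitary, these minima are larger than the cutoff stated in the methods. For the gonadotrope lists the methods state no cutoff. On these lists the lowest mean log2 CPM was 1.01 for males and 1.00 for females. The highest adjusted p from the paper's edgeR comparison was 0.0455 and 0.0460. With the fold changes of 3.00, these limits lie close to round values, from which the cutoffs can be inferred but are not stated. The gonadotrope lists share 91 genes, and 98 genes are on the male list only and 282 on the female list only.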

How the deposited data were processed for this re-analysis (not part of the article)

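The data are from isolated gonadotropes of Ad4BP-BAC-EGFP mice, with 4 male and 4 female samples. The authors deposited unnormalized counts per gene for each sample, in a single table. According to the paper, adapters and low-quality reads were removed with cutadapt, reads were mapped to mm10 with STAR and counted per gene with featureCounts, all with default parameters. The annotation is not named in the paper's text. Of the entries of the count table, 28933 are named by an MSTRG locus and 26590 by an Ensembl gene, and 1053 loci hold more than 1 symbol. Names of the MSTRG form are given by transcript assembly with StringTie, which the methods do not mention. No entry is named EGFP. The whole pituitary samples of the paper were not used here.

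The depth was between 18774578 and 31302588 counts per sample. The floor of 3 counts corresponds to between 0.0958 and 0.160 CPM. Male replicate 1 was left out of the comparison of the sexes because the paper excluded it, and values with it are given after those without it. The mean CPM of a gene was computed with edgeR's TMM factors over the 8 samples. The pairing of replicate numbers between the sexes comes only from the sample names, and same-numbered samples are different animals.

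Male replicates 2 to 4 were compared with female replicates 1 to 4 with edgeR (version 4.0.16), by the quasi-likelihood test with TMM factors over these 7 samples, after filterByExpr, and with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. For named genes, a two-sided exact permutation test used the absolute difference of mean log2(CPM + 1) over all 35 splits. DESeq2 (version 1.42.0) was run as an alternative, in R 4.3.3, and the other steps used Python 3.11.15 with scipy 1.17.1 and pandas 2.3.3.

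The test was checked on simulated counts drawn from the means and library sizes of the samples, with 200 genes given a log2 change of 3 in either direction, of which 189 were among the 19361 genes tested. The quasi-likelihood test recovered 68.8% of the changed genes, and 5.80% of its calls were false. The exact test of edgeR recovered 88.4% with 26.1% false, and DESeq2 recovered 90.5% with 34.7% false.

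The main settings, the alternatives, the genes to be named and 9 of the 18 tests of explanations were fixed before the data were examined. The named genes are the genes of Figures 8B and S7B, the other pituitary genes that the paper names, sex-label genes, cell-type markers, the neighbours of *Nr5a1*, and the 5 genes with the largest change in each direction among those past the threshold whose samples do not overlap, with the sex-label genes and genes with Gm or Rik names left out. The alternatives were DESeq2, upper-quartile scaling, library size alone, no filter beyond 1 count, at least 10 counts in every sample, all 8 samples, a replicate block, robust dispersion, the exact test, and leaving out each replicate. For distances, they were Pearson correlation, Euclidean distance, all genes, the 500 most variable genes and thinned counts. For the lists and mean CPM, they were library size alone, DESeq2 size factors, all 4 males and, for detection, 5 CPM or 10 counts. Counts summed over entries that share a locus were added after the data were seen.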

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

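The tests of transcripts held in the nucleus, of reads shared within loci, of splits that part the same-numbered samples and of *Gh* against *Ghrhr* were chosen only after the result was seen. In 113 groups of 4 samples, 10 had a sample far from the others where chance gives about 5.65.

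Of these 10, 2 were in male replicate 1. Its sum of the gonadotrope markers was 28423 CPM against 67930 to 75717 CPM in the other males and 21488 to 34863 CPM in the females, and its *Nr6a1* was 228 CPM against 123 to 138 CPM. *Malat1*, examined after its value was seen, took 11.1% of its counts against 0.706% to 0.925% in the other males and 1.27% to 1.59% in the females. The paper does not report these values.

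Technical explanations for male replicate 1 lying apart were tested. After thinning to the smallest total count, its distance ratio stayed at 1.81, so library size does not account for it. Distances were measured in widths of the range of the other 3 males, with a limit of 1. Markers of other pituitary cells lay 0.464 below that range, at 50849 CPM against 94051 to 187132 CPM. In the females they were 36651 to 98312.5 CPM. Markers of cells outside the endocrine lineage lay 0.0935 above the range and mitochondrial transcripts 0.551 above it, so each was within the limit. The sum outside the endocrine lineage combines sets that moved in opposite directions, as seen after their values were examined. Endothelial markers were 357 CPM in male replicate 1 against 193 to 248 CPM in the other males, and stromal markers 61.7 CPM against 39.9 to 47.9 CPM, whereas erythroid markers were 49.6 CPM against 80.9 to 221.9 CPM. Stem cell markers, which are in neither sum, were 305 CPM against 138 to 173 CPM, and 244 to 383 CPM in the females. The low sum of other pituitary cells goes against an excess of those cells as a whole. Other cells, such as endothelial, stromal or stem cells, are not excluded by these sums. The dissociation response genes and the share of the 10 highest genes lay inside the range, at 0 widths. *Xist* was 3.67 CPM, so it was not a female sample. Long noncoding genes other than *Malat1*, taken as transcripts held in the nucleus, lay 4.22 widths above, at 3.47% of counts against 2.17% to 2.42%. The females, at 2.61% to 3.01%, were also above male replicates 2 to 4, but below male replicate 1. *Neat1*, a nuclear transcript examined after its value was seen, was 359 CPM in male replicate 1 and 29.3 to 77.3 CPM in the other 7 samples. A larger share of nuclear RNA remains a candidate explanation. The design gives no biological difference between the male samples, so no biological explanation of this distance was tested. Loss of NR5A1 was tested only for the low *Nr5a1* of male replicate 1.

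*Sult5a1* in male replicate 2 was 139 CPM against 72.5 to 77.8 CPM, and *Prl*, the lactotrope marker, in female replicate 2 was 18125 CPM against 4671 to 6937 CPM. The other 6 groups had few counts. *Ddx3y* was 0.368 CPM and *Kdm5d* 0.153 CPM in female replicate 3, *Eif2s3y* 0.303 CPM and *Irx6* 0.303 CPM in female replicate 4, and *Uty* 0.0976 CPM in female replicate 2, each against 0 CPM in the other females. *Cntnap4* was 0 CPM in female replicate 1 against 0.173 to 0.195 CPM. No explanation was tested for these groups, and counting error at this depth was not excluded.

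Among genes that the paper does not discuss, hormone genes of other pituitary cells were high in the sorted gonadotropes. The lowest of the 8 samples had 12394 CPM of *Gh*, 1621 CPM of *Prl* and 10140 CPM of *Pomc*, and *Gh* reached 142244 CPM. RNA or cells of somatotropes could carry *Gh* into the samples, in which case *Gh* and *Ghrhr* were predicted to rise together with a permutation p under 0.05. Spearman's rho was 0.643 (exact permutation p = 0.0962) and Pearson's r was 0.699 (exact permutation p = 0.0483) over the 8 samples, as the 1 relation computed. Without the 2 samples farthest from the median of *Gh*, r was −0.26, so the relation rests on those samples, although leaving them out also narrows the range of *Gh*. The prediction was not met by rho, although the exact permutation p of r was under 0.05. Each sex has too few samples to recompute the relation within a sex. With 8 samples a moderate relation can miss the threshold, so somatotrope RNA or cells are not excluded.

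Between the sexes, 471 genes were past the threshold in the fit of 7 samples, of which 22 lie on the X chromosome, 6 on the Y chromosome and 443 elsewhere. The paper does not report this comparison. Of the 20152 genes tested, 22.3% had samples of the sexes that did not overlap, where chance gives 5.71%. Of the 35 splits of the 7 samples into 3 and 4, 1, the real one, gave as many genes, and the other 34 had a median of 2.5 and at most 14. Among the 8 splits that part 3 same-numbered pairs, as the real one does, 1 gave as many and the others at most 13. The other splits part fewer pairs. With 8 splits no share under 0.05 is possible, so that count tells nothing either way. Reads divided between symbols of a locus were a further technical explanation, and 76.5% of the 34 loci concerned were still past the threshold after summing. Different cell make-up of the sorted male and female samples was not tested, so it is not excluded. Somatotrope markers were 65338 to 142304 CPM in male replicates 2 to 4 and 12397 to 57867.5 CPM in the females. Stem cell markers were 138 to 173 CPM against 244 to 383 CPM, whereas lactotrope, corticotrope and melanotrope ranges overlapped. A difference in expression between the sexes remains as a hypothesis beside it.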

How the results depend on the processing

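With DESeq2, 2329 genes were past the threshold between the sexes (1066 higher in males, 1263 in females), and 9 of the 19 genes of the paper's overlap lists. With the edgeR exact test the numbers were 1027, 451, 576 and 7. In simulated counts these tests called more false genes, at 34.7% and 26.1% of calls against 5.80%. Only 189 of the 19361 simulated genes tested were changed. In the real data 22.3% of the genes tested had samples of the sexes that did not overlap, where chance gives 5.71%. More genes may therefore differ in the real data, so these false shares need not hold for the real calls. With library size only, 808 genes passed (133 higher in males, 675 in females), which moved the share higher in males from 42.0% to 16.5% and the median log2 fold change of all genes to −0.24. With no filter beyond 1 count, 177 passed (72 and 105), and with all 8 samples 67 (29 and 38). All of those 177 and of those 67 were among the 471 genes. The cause was not tested for these settings. With upper-quartile scaling 454 passed, with robust dispersion 492, and with at least 10 counts in every sample 582. With counts summed over shared loci, chosen after the data were seen, 495 passed.

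Across the fits that each left out one replicate, between 88 and 171 genes passed, between 30 and 83 higher in males and between 53 and 97 in females, with between 2 and 3 of the 19 genes. *Grem1* and *Serpina3c* passed in each of these fits, whereas *Fshb* passed in the fit without female replicate 4 only and *Slurp2* in the fit without female replicate 1 only. *Fam196a*, not past the threshold in the main setting, passed without male replicate 4 (adjusted p 0.0494, in a range of 0.000264 to 0.283 over its 16 alternatives). The cause was not tested.

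With a replicate block, 0 genes passed, 0 in each direction and 0 of the 19, and 2954 had an unadjusted p under 0.05. Deviations of same-numbered samples had a mean correlation of 0.00289, against −0.000953 for different numbers, so no pairing by number was seen. The block also leaves fewer degrees of freedom, so its 0 does not count against a difference between the sexes.

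The log2 fold change of *Spp1* was 2.71 with DESeq2 and 2.70 with the exact test, past the threshold in both (adjusted p 0.00127 and 0.00429, in a range of 0.00127 to 0.351 over its 16 alternatives), and it was positive in all 16. Reversals were seen for *Nr6a1*, at 0.13 with all 8 samples against −0.16, and *Rarres1*, at −0.077 without male replicate 3, in a range of −0.077 to 0.59 across the fits that each left out one replicate. The cause was not tested. Of the 516 values of log2 fold change under alternatives for genes other than *Spp1*, 419 kept direction and side of the threshold, 80 were no longer past it, 15 became past it, and the 2 named here reversed. Of 115 mean CPM values under alternatives, 9 moved by more than the SD, 7 of them with all 4 males.

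The distance ratio of male replicate 1 was 1.33 with Euclidean distance, 1.38 over all genes and 1.20 over the 500 most variable genes, and between 1.77 and 1.91 with a male left out. The largest ratio of a female was 1.07, 1.06 and 1.06 in the same settings, and between 1.03 and 1.19 with a female left out, so male replicate 1 kept the larger ratio. With Pearson correlation and thinning, both ratios moved by less than the SD. The cause was not tested.

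The median percentile of the male list was 77.2 with all 4 males and between 71.0 and 72.5 with a male left out, and that of the female list between 67.4 and 68.2 with a female left out. At 5 CPM, 223 female list genes were detected. With 3 counts as the floor, changes of genes near it are limited by depth.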

Differences from the paper's values

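Male replicates 2 and 3 joined at 0.0786 in the dendrogram of the 4 males, against the paper's about 0.12 in Figure S5, read by eye. The figure includes whole pituitary samples, which were not used here. None of the alternatives set before the data were examined closed the gap: the height was 0.0728 with Pearson correlation, 0.0767 over all genes, 0.0790 after thinning, 0.781 over the 500 most variable genes and 100.6 with Euclidean distance.

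In Figure S6 the paper shows female replicates 2 and 3 as the nearest pair, whereas here replicates 2 and 4 joined first in the main setting. Pearson correlation, Euclidean distance, all genes and the 500 most variable genes joined replicates 2 and 3 first.

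The paper states that *Spp1* is high in male and not in female gonadotropes. *Spp1* is on its male gonadotrope list and not on its female list, each made against the whole pituitary. Here male and female gonadotropes were compared directly, which is a different contrast. *Spp1* was 343 CPM in females against 2260 CPM in males, the direction that the paper states. Its adjusted p from edgeR's quasi-likelihood test was 0.0818, not past the threshold. DESeq2 and the exact test of edgeR put it past the threshold, at 0.00127 and 0.00429, among alternatives ranging from 0.00127 to 0.351.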

Other observations

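The tests of low *Nr5a1* in male replicate 1, of its place between the sexes and of the neighbours of *Nr5a1* were chosen only after the result was seen, whereas the test of genes on only 1 list was not.

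*Nr5a1* in male replicate 1 was 5.08 log2 units below the lowest other sample. Loss of NR5A1 in the sorted cells would lower the other 15 genes of Figure 8B, whose median log2 fold change in the paper's list is −5.05. Their median log2 ratio to the other males was −1.05, with 7 lower and 3 higher than in each other male, and did not reach the limit set for it. Loss of the counts of single genes in single libraries was also tested. Among genes with at least 20 CPM in the other 7 libraries, male replicate 1 had 10 drops as deep, and the other libraries between 4 and 7 with a median of 5. The explanation called for at least 5 in each of the other libraries, and was to be dropped at a median under 5, so neither outcome was reached. The low count cannot be told apart from such a loss.

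For genes past the threshold on other chromosomes than X and Y, male replicate 1 lay 68.7% of the way from the other males to the females (63.1% to 73.9% over 3 fits). The other males, left out of the same fits, lay at 11.6% to 31.4%, so selection of genes on the other samples does not reach its shift, although 1 comparison per male was possible. *Xist* in male replicate 1 was 1.09% of the female mean, far under its shift, so the test went against admixed female cells. Its mean distance was 0.161 to males 2 to 4 and 0.141 to the females. No biological explanation of this shift was tested.

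Of the 380 genes on only 1 of the paper's gonadotrope lists, of which 368 were tested, 13.2% were past the threshold between the sexes in the direction of their list, under the limit of 50% set for a difference between the sexes as the explanation. Their median log2 fold change was 0.81 for the male list and −0.95 for the female list, and the test recovered 68.8% of simulated genes at a log2 change of 3, so falling under that limit does not count against the explanation. In the direction of their list without regard to the threshold were 320 of the 368. The paper made both lists partly from these samples, so the direction and the medians are partly fixed by that selection. The whole pituitary side of the lists was not analysed here.

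*Nr5a1os* and *Nr6a1*, both next to *Nr5a1*, are on the paper's male and female gonadotrope lists, and *Nr6a1* is on neither pituitary list. Extra gene copies on the BAC transgene of the sorted mice could place neighbours on these lists. Of 188 other genes of the male list, 5.85% had as many genes of that list among the 3 genes on each side. The pattern was what drew attention to these genes, so it could not have come out against the explanation.

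Some listed genes had counts in few replicates, and these were chosen after their values were seen. *Gm20388* was 123 CPM in male replicate 3 and 0 CPM in male replicates 2 and 4. *Slc6a20b* was 137 CPM in male replicate 4 and at most 0.453 CPM in the others.

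Besides *Grem1*, and with the sex-label genes and genes with Gm or Rik names left out, the largest changes between the sexes by the rule were *Fgf15*, *Irx6*, *Cntnap4* and *Th*, higher in males, and *Crhbp*, *Tsix*, *Galr1*, *Ppp1r1c* and *Gpr119*, higher in females. Groups at or under the floor give lower bounds, so *Fgf15* was at least 24.8-fold higher in males, and *Crhbp*, *Galr1*, *Ppp1r1c* and *Gpr119* were at least 90.1-fold, 51.2-fold, 38.6-fold and 30.9-fold higher in females. With a replicate left out, *Cntnap4* and *Tsix* passed in each fit, whereas *Fgf15* passed in none. *Irx6*, *Th* and *Gpr119* passed only without female replicate 4, *Crhbp* only without female replicate 3 and *Galr1* only without female replicate 2. *Ppp1r1c* passed in each of these fits except those without female replicate 3 or 4. *Tsix* is antisense to *Xist*, and the counting is not stated to use strand.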
